# Mesenchymal stem cells exert renoprotection via extracellular vesicle-mediated modulation of M2 macrophages and spleen-kidney network

**DOI:** 10.1038/s42003-022-03712-2

**Published:** 2022-07-28

**Authors:** Yuko Shimamura, Kazuhiro Furuhashi, Akihito Tanaka, Munetoshi Karasawa, Tomoya Nozaki, Shintaro Komatsu, Kenshi Watanabe, Asuka Shimizu, Shun Minatoguchi, Makoto Matsuyama, Yuriko Sawa, Naotake Tsuboi, Takuji Ishimoto, Hiroshi I. Suzuki, Shoichi Maruyama

**Keywords:** Mesenchymal stem cells, Nephritis

## Abstract

Adipose-derived mesenchymal stem cells (ASCs) have shown therapeutic potentials against refractory diseases. However, the detailed therapeutic mechanisms remain unclear. Here, we report the therapeutic actions of human ASCs in nephritis, focusing on cellular dynamics and multi-organ networks. Intravenously-administered ASCs accumulated in spleen but not kidneys. Nevertheless, ASCs increased M2 macrophages and Tregs in kidneys and drove strong renoprotection. Splenectomy abolished these therapeutic effects. ASC-derived extracellular vesicles (EVs) were transferred to M2 macrophages, which entered the bloodstream from spleen. EVs induced the transcriptomic signatures of hyperpolarization and PGE2 stimulation in M2 macrophages and ameliorated glomerulonephritis. ASCs, ASC-derived EVs, and EV-transferred M2 macrophages enhanced Treg induction. These findings suggest that EV transfer from spleen-accumulated ASCs to M2 macrophages and subsequent modulation of renal immune-environment underlie the renoprotective effects of ASCs. Our results provide insights into the therapeutic actions of ASCs, focusing on EV-mediated modulation of macrophages and the spleen-kidney immune network.

## Abstract (web summary)

The renoprotective effects of adipose-derived mesenchymal stem cells (ASCs) are enhanced through the transfer of EVs predominantly to M2 macrophages in the spleen, providing insights into therapeutic avenues for ASCs.

## Introduction

Mesenchymal stem cells (MSCs) have shown beneficial effects in a broad range of animal disease models by promoting regeneration and/or enhancing immunoregulatory effects. MSCs have been clinically applied to various diseases, especially those that are difficult to treat with currently existing immunosuppressive drugs^1,2^. We started a clinical trial using adipose-derived MSCs (ASCs) for patients with refractory IgA nephritis (NCT04342325). However, the detailed therapeutic mechanisms remain unclear. Elucidating the therapeutic actions of human MSCs, which are used in clinical settings, rather than a rat or mouse MSCs, will allow us to provide higher and more stable therapeutic responses in clinical treatment. It is believed that the therapeutic effects of MSCs are achieved by paracrine signaling via secreted factors from MSCs^3^. Prostaglandin E2 (PGE2) derived from MSCs enhances IL-10 production from macrophages and increases the number of M2 macrophages^4–7^. Many other candidate molecules have been identified from analyses of secretory factors derived from MSCs, but none of them can fully explain their therapeutic effects. Recently, extracellular vesicles (EVs), including exosomes and microvesicles, have been intensively investigated as an in vivo delivery system that can transport multiple factors^8,9^. EVs contain various proteins, mRNAs, microRNAs, and mitochondria, and EV-transferred cells receive multiple factors at once, leading to the protection and regeneration of damaged organ^10–13^. Since the properties of EVs depend on the characteristics of the EVs produced^14,15^, it is assumed that EVs produced from administered MSCs under inflammatory conditions in vivo acquire stronger anti-inflammatory functions than EVs in culture supernatants in vitro. However, only a few studies have investigated the characteristics of EVs derived from ASCs in vivo. Although it has been reported that intravenously administered MSCs accumulate in the lungs and spleen, the dynamics of MSCs in the body, including the organs in which they actually exert their therapeutic effects, are not fully understood. The aim of this study was to investigate the therapeutic actions of human ASCs by focusing on in vivo multiorgan cell dynamics, such as where and how the administered MSCs act, in a rat model of rapidly progressive glomerulonephritis. We report that ASCs enhance renoprotective effects by transferring EVs predominantly to M2 macrophages in the spleen, away from the inflamed kidney. Moreover, by tracking the EVs produced in vivo by the administered ASCs, we directly determined what modifications of M2 macrophages are caused by EVs secreted from ASCs in vivo. Overall, our study sheds light on the actions of ASCs, focusing on in vivo EV dynamics and the spleen-kidney immune network. Finally, our study maximizes the potential of cell therapies using ASCs in the clinical setting.

## Results

### Therapeutic potentials of human ASCs and BMMSCs for rapidly progressive glomerulonephritis

Our previous report demonstrated the therapeutic potentials of rat ASC in an inflammatory model^4^. In this study, we determined the therapeutic effects of human ASCs or human BMMSCs in a rat glomerulonephritis model induced by the administration of a mouse monoclonal antibody (TF78) that binds to α4(IV) non-collagenous (NC1) domains in the rat glomerular basement membrane (GBM) (Fig. 1a). In this model, administering pathogenic antibodies recapitulates the nephritis seen in human anti-GBM nephritis, and leads to rapidly progressive glomerulonephritis. First, we verified the human MSCs by the expression of cell-surface markers, including CD44, CD73, CD90, CD105, and the negative markers CD14, CD34, CD45, HLA-DR, and CD19 (Supplementary Fig. 1). Then, 2.0 × 10^6^ ASCs or BMMSCs were administered intravenously to rats with anti-GBM nephritis on days 0, 2, and 4 after intravenous injection of pathogenic TF78 antibody (Fig. 1a). Both ASCs and BMMSCs protected the kidney from renal damage, decreased serum creatinine and proteinuria (Fig. 1b, c), reduced glomerular damage scores, and reduced macrophage infiltration (Fig. 1d, e). When ASCs were compared with BMMSCs, ASCs showed stronger renal protective effects (Fig. 1b–e).

**Fig. 1:**
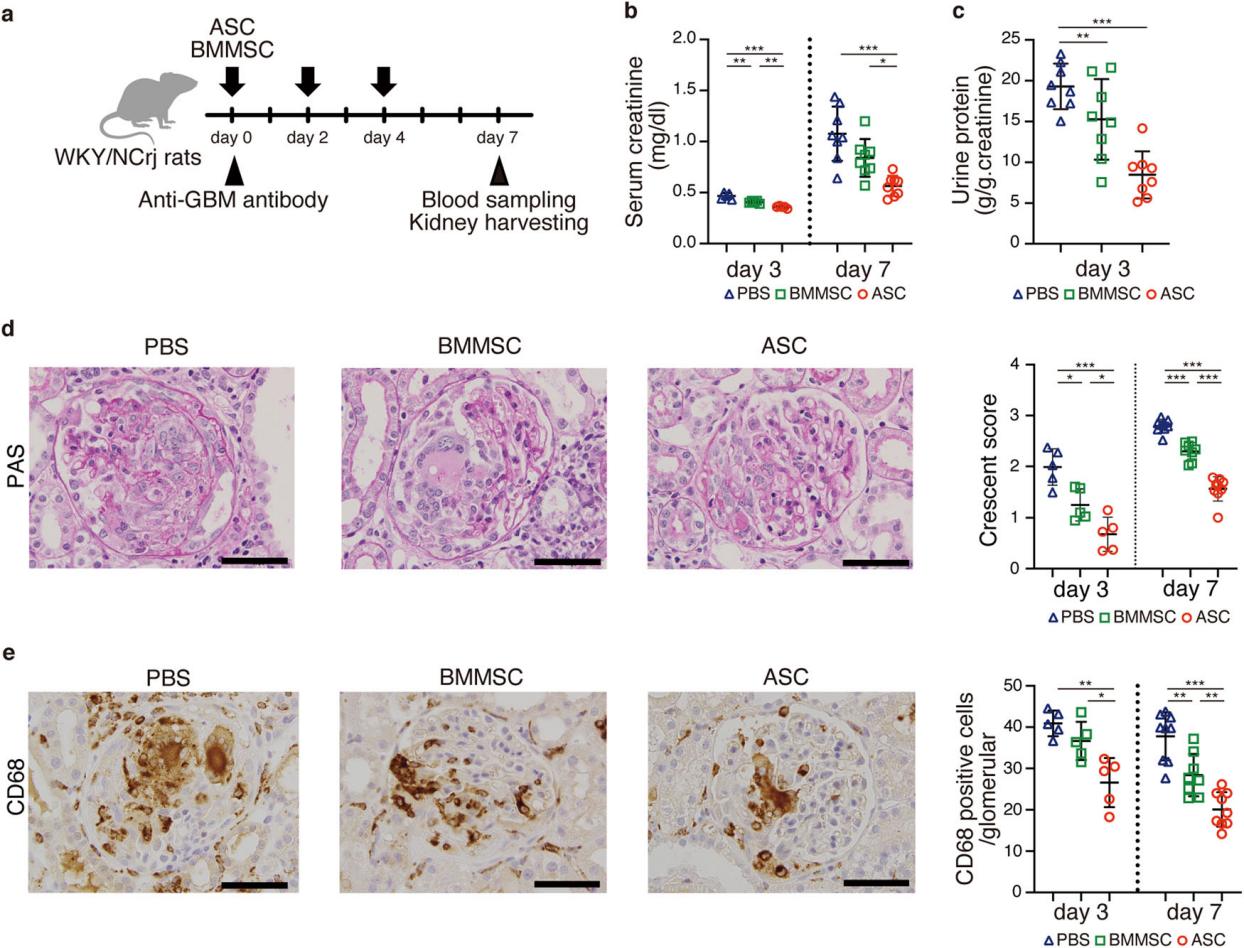
Human ASCs showed greater therapeutic effects on rapidly progressive glomerular nephritis than human BMMSCs. **a** Experimental scheme depicting the induction of anti-GBM nephritis followed by intravenous ASC and BMMSC administration on days 0, 2, and 4. **b** Serum creatinine level on days 3 and 7 (day 3, *n* = 5 per group; day 7, *n* = 8 per group). **c** Urinary protein excretion on day 3 (*n* = 8 per group). **d** Representative images of kidney sections stained with Periodic Acid-Schiff on day 7 (left) and glomerular injury scoring based on crescent formation on days 3 and 7 (right). **e** Representative images of kidney sections stained with anti-CD68 Ab on day 7 (left) and the number of CD68-positive cells in the glomerulus on days 3 and 7 (right). Scale bars, 50 μm. (day 3, *n* = 5 per group; day 7, *n* = 8–9 per group). All data are shown as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, as determined by ANOVA. ASC adipose-derived MSC, BMMSC bone marrow-derived MSC.

### Comprehensive flow cytometry analysis of renal leukocytes after MSC treatment

To investigate whole renal leukocytes in glomerulonephritis after MSC administration, we analyzed leukocyte subsets in the kidney by flow cytometry (Fig. 2 and Supplementary Fig. 2a, b). In this flow panel, we identified whole leukocytes, T cells, CD4^+^ T cells, CD8^+^ T cells, Tregs, B cells, neutrophils, M1 macrophages, and M2 macrophages^16^. To determine whether the M1 and M2 macrophages identified by flow cytometry have functional anti-inflammatory and pro-inflammatory properties, we evaluated IL-10, IL-6, and CCR2 in cells purified by flow cytometry. M2 macrophages showed higher IL-10 expression and lower IL-6 and CCR2 expression than M1 macrophages, suggesting that this flow cytometry panel can clearly separate a subset of macrophages into anti-inflammatory and inflammatory macrophages (Supplementary Fig. 2c). As shown in a previous study using histological analysis^4^, the number of macrophages and neutrophils peaked on day 3, and T cells increased from day 4 onward in this rat nephritis model. Myeloid lineage cells are involved in disease pathogenesis, and cells of the T-cell lineage accelerate the disease. To provide a comprehensive picture of the changes in a subset of leukocytes caused by the administration of MSCs, flow cytometry results were presented using t-distributed stochastic neighbor embedding (tSNE) (Fig. 2a, b). On day 3, both BMMSCs and ASCs decreased the number of M1 macrophages, but only ASCs reduced neutrophils and increased M2 macrophages (Fig. 2a, c, and Supplementary Fig. 3a). ASCs exerted a stronger effect on M2 cells from the myeloid lineage than BMMSCs did. Moreover, flow cytometry analysis revealed that ASCs induced Treg proliferation in the kidney in the early phase (day 3), leading to increased Treg frequency on day 7 (Fig. 2c, d). Furthermore, ASCs reduced the increased percentage of CD45 in living cells in the inflamed kidney during the early stage of nephritis (Supplementary Fig. 3a). The flow cytometry results suggest that not only ASCs inhibited leukocyte infiltration into the kidney, but also the anti-inflammatory effect of ASCs on myeloid lineage cells in the early stage of nephritis and the induction of Tregs by ASCs in late-stage nephritis converted the renal environment from an inflammatory state to an anti-inflammatory state, leading to amelioration of renal damage.

**Fig. 2:**
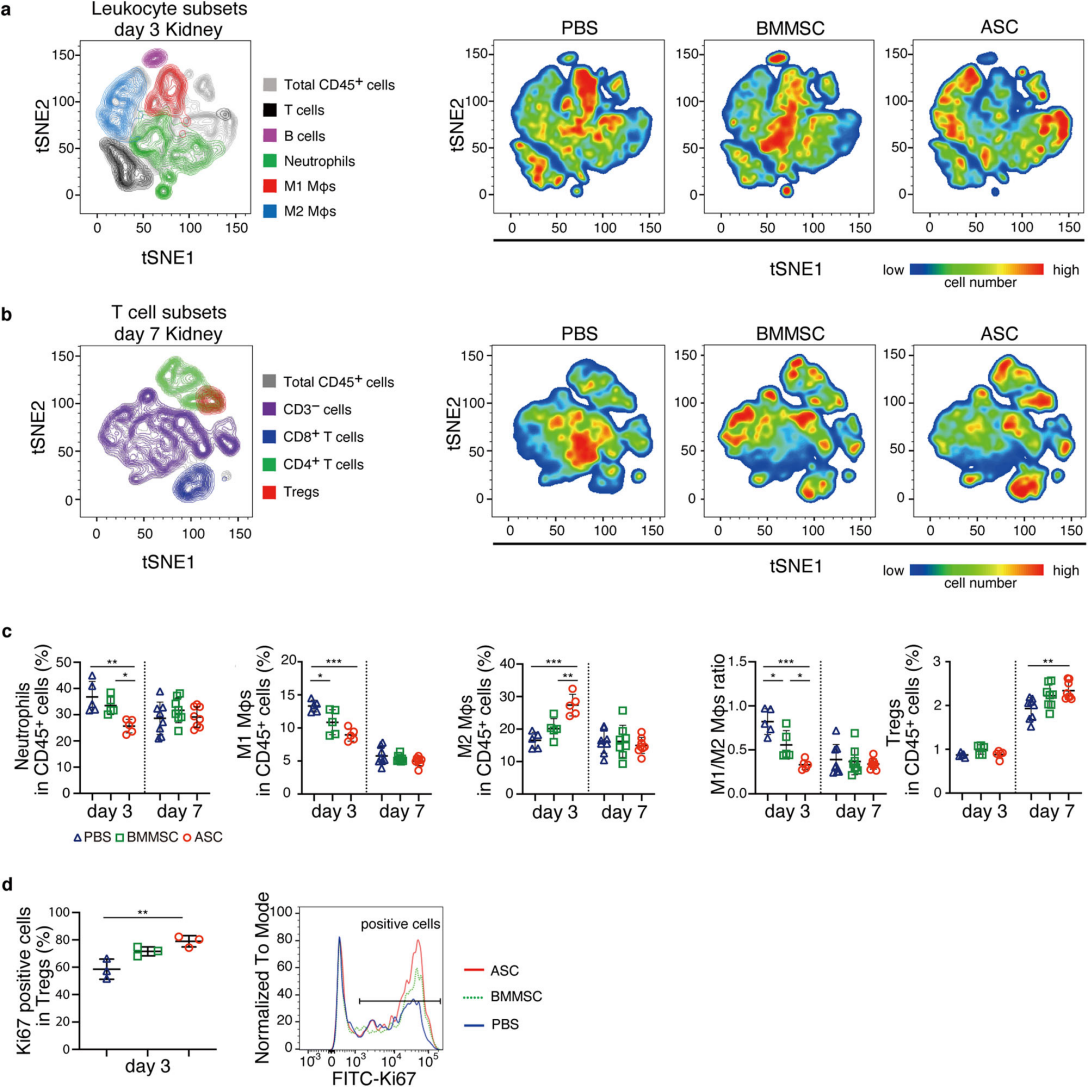
ASC treatment increased M2 macrophages and reduced neutrophils and M1 macrophages on day 3 and increased Tregs on day 7 in the kidney. **a**, **b** T-distributed stochastic neighbor embedding (tSNE) implementation for flow cytometry data visualization of leukocyte subsets and T-cell subsets. The data are presented as color-coded leukocyte population overlays (left) or cell number density color-coded (right) in the tSNE space. **a** Kidney samples on day 3 were divided into the following cell clusters: CD45^+^ cells, T cells, B cells, neutrophils, and M1 and M2 macrophages. **b** Kidney samples on day 7 were divided into the following clusters: CD45^+^ cells, non-CD3^+^ cells, CD8^+^ T cells, CD4^+^ T cells, and Tregs. **c** Frequency of renal leukocyte subsets in CD45^+^ cells analyzed by flow cytometry on days 3 and 7 (day 3, *n* = 5 per group; day 7, *n* = 8 per group). **d** The proportion of Ki67-positive cells in the renal Treg subset on day 3 (*n* = 3 per group). All data are shown as means ± SD. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 as determined by ANOVA.

### ASC accumulation in the spleen leads to increased M2 macrophages and Tregs

To determine where and how administered ASCs exert their therapeutic potential, we labeled ASCs with DiD (1,1’-Dioctadecyl-3,3,3’,3’-Tetramethylindodicarbocyanine, 4-Chlorobenzenesulfonate Salt) cell membrane staining dye and performed microscopic observation the day after ASC administration in our glomerulonephritis model (Fig. 3a). Upon microscopic observation, we found that there were particles of different sizes, that is, large and small DiD-dye labeled particles. The large particles were ASCs themselves, while the small particles represented ASC membrane particles captured by other cells. In the spleen, liver, and lung, a large number of both ASC and ASC membrane particles was observed, with the highest number of ASCs in the lungs and the highest number of cells with ASC membrane components in the spleen (Fig. 3b). In the kidney, only a few DiD-positive cells were ASCs themselves. Rather, most were cells that captured ASC membrane components. The number of exogenous ASCs might be too small to explain the direct therapeutic effects on the kidney. BMMSCs also showed similar trends (Supplementary Fig. 4). To confirm whether the ASCs gathered in the spleen were functional cells, we evaluated the subset switch of leukocytes in the spleen by flow cytometry (Fig. 3c–f and Supplementary Fig. 3b). Comprehensive flow cytometry analysis showed that ASCs skewed the macrophage balance toward the anti-inflammatory side and increased B cells, CD4^+^ T cells, and Tregs on day 3. On day 7, no change was observed in the ratio of M1 to M2 macrophages or Treg frequency in ASC- or BMMSC-treated rats. ASCs increased Treg proliferation, which was consistent with the flow cytometry results in the kidney, but at an earlier stage (day 3). When comparing BMMSCs and ASCs, the effect on myeloid cells was not different, but ASCs had a stronger effect on Treg induction and proliferation than BMMSCs (Fig. 3f). These findings indicate that ASC accumulation in the spleen shifts the balance of immune cells toward immune regulatory cells. Further, these results suggest that ASCs may regulate inflammation in the kidney by acting on the immune system in the spleen, which is located distant from the damaged organ.

**Fig. 3:**
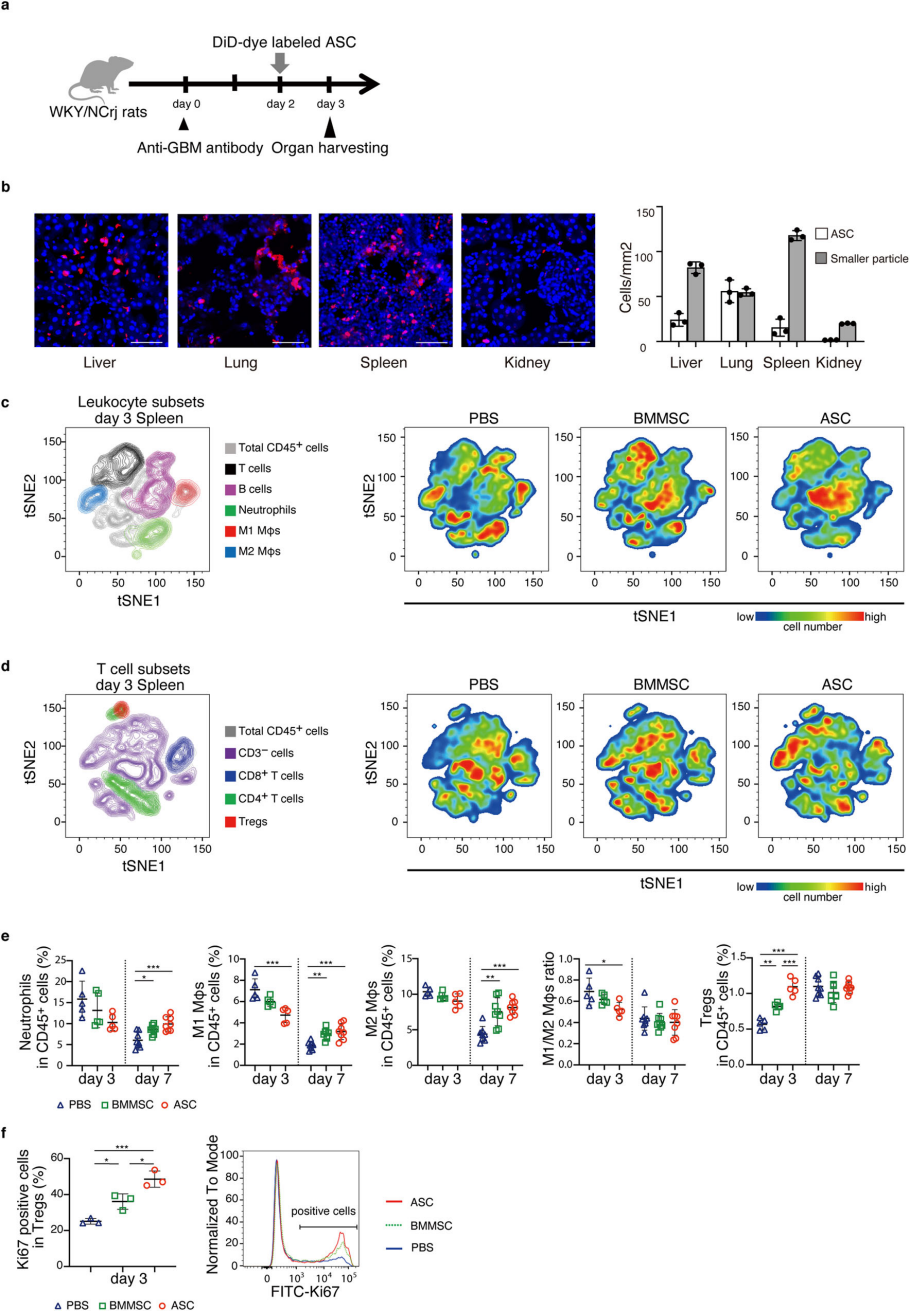
Accumulated ASCs decreased M1 macrophages while increasing M2 macrophages and Tregs in the spleen. **a** Experimental scheme for analyzing the distribution of administered ASCs in the body. DiD-dye labeled ASCs were administered to nephritis-induced WKY/NCrj rats on day 2. Tissues were harvested on day 3. **b** The number of DiD-positive cells with large DiD-dye particles and small DiD-dye particles in the liver, lung, spleen, and kidney is shown (*n* = 3 per group). Scale bars, 100 μm. **c**, **d** T-distributed stochastic neighbor embedding (tSNE) implementation for flow cytometry data visualization of leukocyte and T-cell subsets. The data are presented as color-coded leukocyte population overlays (left) or cell number density color-coded (right) in the tSNE space. **e** Frequency of splenic leukocyte subsets in CD45^+^ cells analyzed by flow cytometry on days 3 and 7 (day 3, *n* = 5 per group; day 7, *n* = 8 per group). **f** The population of Ki67-positive cells in splenic Treg subset on day 3 (*n* = 3 per group). All data are shown as means ± SD. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 as determined by ANOVA.

### Impact of ASC accumulation in the spleen and lungs on treatment responses

Next, we performed splenectomy to investigate the effects of ASC accumulation in the spleen. The spleen was removed 1 week before nephritis induction, while the sham group received only a surgical incision. Evaluation of serum creatinine levels and histological scores revealed that splenectomy abolished the therapeutic effects of ASCs (Fig. 4a–c). Moreover, we assessed whether splenectomy affected changes in leukocyte subsets induced by ASC treatment, such as increased Tregs, decreased neutrophils, increased M2 macrophages, and decreased M1 macrophages using flow cytometry (Fig. 2c). Focusing on myeloid cells, even in the sham group without splenectomy, the effect of ASCs on myeloid lineage cells was abrogated simply by making a surgical incision (Fig. 4d, e, and Supplementary Fig. 3c). A previous study showed that creating skin wounds in steady-state mice enhanced the infiltration of myeloid lineage cells from the blood to the kidneys and had no effect on T cells^17^. Therefore, it was not possible to determine whether ASCs regulated macrophage subsets and neutrophils in this splenectomy model. However, splenectomy abolished ASC-induced Treg induction in the kidney (Fig. 4d, e). It enhanced the infiltration of CD45^+^ leukocytes into the kidneys on day 3, but administration of ASCs reversed the leukocyte increase associated with splenectomy (Supplementary Fig. 3c).

**Fig. 4:**
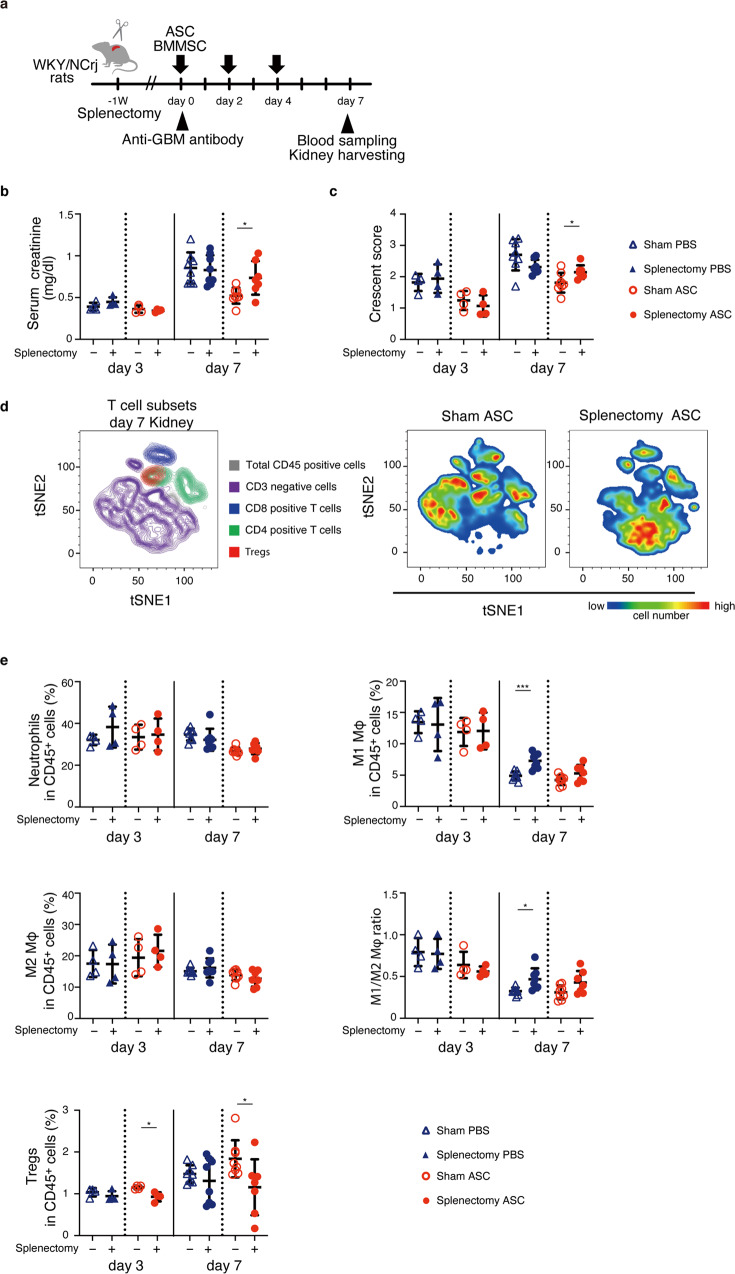
Splenectomy abolished the therapeutic potential of ASCs. **a** Experimental scheme for analyzing the therapeutic potential of ASCs in rats treated with splenectomy. The rats underwent splenectomy 1 week before the nephrotoxic antibody injection. ASCs were administered on days 0, 2, and 4. **b**, **c** Serum creatinine level and histological crescent score on days 3 and 7 with and without splenectomy in each MSC treatment. **d** The tSNE plot shows the renal T-cell subset on day 3. **e** Frequency of renal leukocyte subsets in CD45^+^ cells analyzed by flow cytometry on days 3 and 7 (day 3, *n* = 4 per group; day 7, *n* = 7–8 per group). All data are shown as means ± SD. *p ≤ 0.05, ***p ≤ 0.001 as determined by Welch’s *t* test.

To address whether the lungs play a role in the therapeutic effects of ASCs, we injected heparin to reduce ASC accumulation in the lungs (Supplementary Fig. 5a). Even when heparin administration reduced ASC accumulation in the lungs, no change was observed in the therapeutic effects of ASCs on glomerulonephritis (Supplementary Fig. 5b). These results indicate that the spleen is a critical organ for the renoprotective effects of ASCs.

### Transfer of MSC-derived EVs to M2 macrophages in vivo

We conducted studies using flow cytometry to quantify the number of DiD-dye labeled ASCs and leukocytes with DiD-dye labeled cell membranes in vivo. The DiD reagent can detect EVs, including exosomes and microvesicles, by labeling cell membranes^18^. In support of the histological result in Fig. 3b, flow cytometry analysis revealed that the number of DiD-positive cells was higher in the spleen than in the kidney and that most of the DiD-positive cells in both the kidney and spleen were rat CD45^+^ cells, and not the administered ASCs themselves, which should be observed in the CD45^−^DiD^+^ fraction (Fig. 5a). These results indicate that either DiD-positive cell membranes were transferred to rat leukocytes as EVs or rat leukocytes phagocytosed DiD-positive ASCs as apoptotic bodies. To examine these two possibilities, we directly observed DiD location on rat CD45^+^ cells after cell sorting and in tissue sections stained with CD45 antibody (Fig. 5b, c). There were only a few ASCs, which were defined as CD45^−^DiD^+^ cells. A small number of CD45^+^ cells had DiD mainly in the cytoplasm, which suggested that leukocytes phagocytosed ASCs. In contrast, most of the DiD particles were observed on the surface of CD45^+^ cells in both the spleen and kidney, suggesting that a large number of ASC-derived EVs were transferred to leukocytes.

**Fig. 5:**
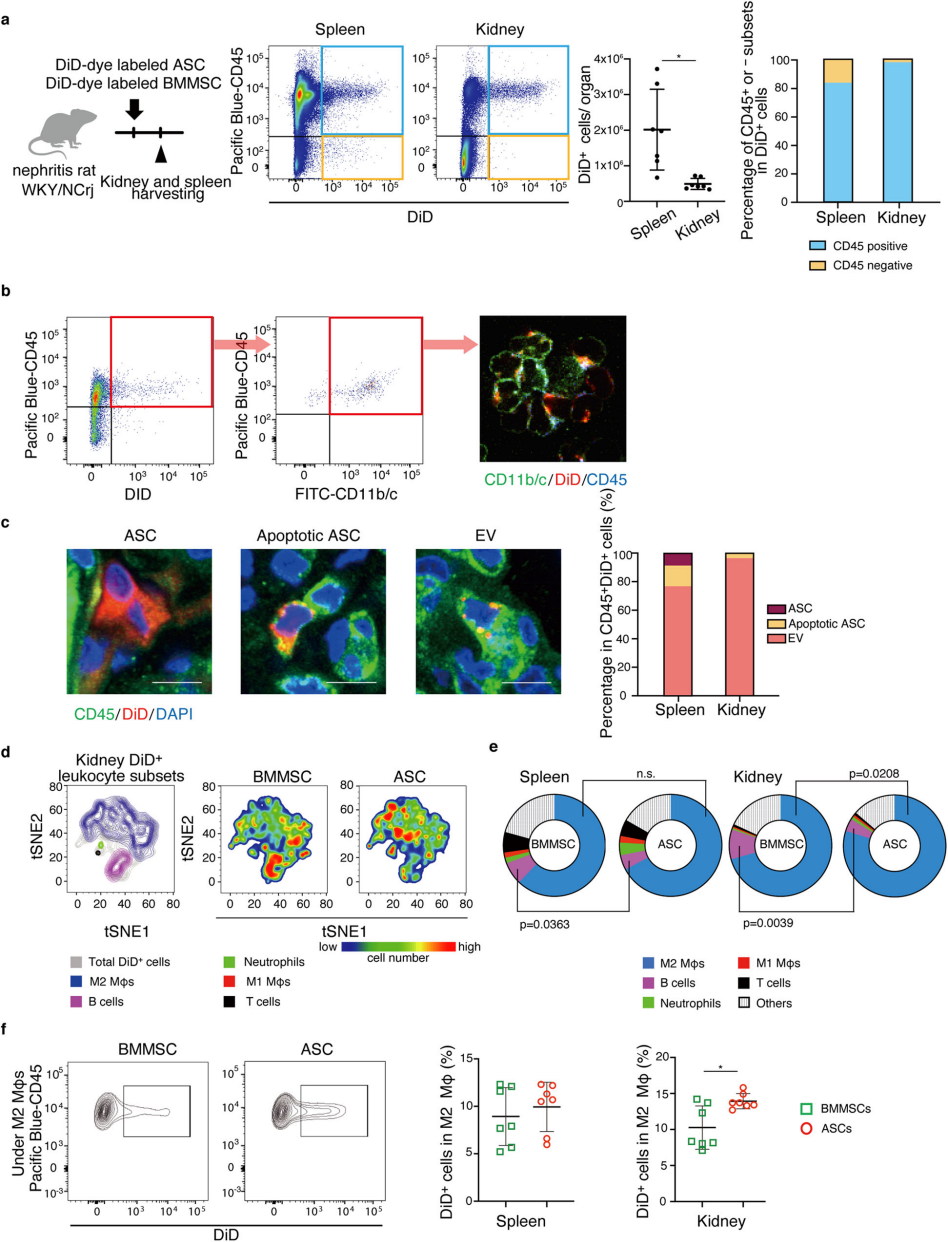
EVs from administered ASCs were predominantly transferred to M2 macrophages. **a** Experimental scheme for analyzing the organ and cellular distribution of MSC membrane components by flow cytometry. The spleen and kidney were analyzed one day after the DiD-dye labeled ASC administration. The left graph shows the percentage of CD45-positive or negative subsets in DiD^+^ cells. The right graph shows the number of DiD^+^ cells in the spleen and kidney (*n* = 7 per group). **b** The confocal micrograph of CD11b/c^+^DiD^+^ cells sorted by flow cytometry. DiD particles were localized on the leukocyte membrane. **c** Representative images of ASC, Apoptotic ASC, and EV. Scale bars, 10 μm. The right graph shows the frequency of three DiD^+^ populations in the spleen and kidney (*n* = 3 per group). **d** tSNE plot from the flow cytometry analysis shows DiD^+^ leukocyte subsets. **e** Pie charts show the proportion of each subset in DiD^+^ leukocytes in the spleen and kidney (*n* = 7 per group). **f** Representative images and results of flow cytometry analysis show DiD^+^ cell frequency in renal M2 macrophages after administration of DiD-dye labeled ASCs or BMMSCs into nephritis rats (*n* = 7). All data are shown as means ± SD. *p ≤ 0.05 as determined by Welch’s *t* test.

Next, we found that DiD-positive MSC-derived EVs were mainly detected in M2 macrophages in the spleen and kidney by flow cytometry analysis. (Fig. 5d, e). Even as early as 4 h after ASCs administration, the majority of EVs were found in M2 macrophages, suggesting that ASCs-derived EVs were predominantly transferred to M2 macrophages (Supplementary Fig. 6). The proportion of DiD-positive cell subsets in renal M2 macrophages was higher in the ASC group than in the BMMSC group (13.9 ± 0.4% and 10.3 ± 1.1%, respectively, *p* = 0.0176, Fig. 5f). In the spleen, there were no differences between the two groups (Fig. 5f).

### Transcriptional signatures of M2 macrophages via transfer of EVs secreted in vivo from ASCs

To evaluate whether ASC-derived EVs affected the function of M2 macrophages, we performed quantitative PCR and showed that M2 macrophages with transferred EVs had enhanced IL-10 expression without significant changes in TGF-β, IL-6, and TNF-α levels (Fig. 6a). Next, we performed RNA sequencing (RNA-seq) to define the overall effects of ASC-derived EV transfer on M2 macrophages in vivo. We collected both DiD-positive (EV^+^) and DiD-negative (EV^−^) M2 macrophages from the spleen of the glomerulonephritis model using flow cytometry and performed RNA-seq analysis. M2 macrophages under physiological conditions (control) and glomerulonephritis without ASC treatment (GN) were also analyzed. 

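Splenic M2 macrophages of 4 groups were sequenced, with 2 libraries each of control and GN macrophages and 3 each of EV+ and EV- macrophages. DiD is a membrane dye with which the ASCs had been labeled before injection, and the EV+ and EV- macrophages were sorted by it from nephritic rats given ASCs. The authors aligned the paired-end reads with STAR, counted those on each RefSeq gene with HTSeq, removed genes whose counts scaled to library size (CPM) stayed under 1 in all samples, and scaled the rest by edgeR's TMM method. The table that the authors deposited holds the resulting TMM-normalized CPM of 9003 genes, in which the smallest maximum of any gene was 1.01 CPM. Every value was a whole multiple of what a single read is worth in its library, so the number of reads on each gene could be recovered. These genes held between 19270515 and 26617093 reads per library. The median was 25675866.5 reads in the control, 25788580 in the GN, 23256708 in the EV+ and 20416394 in the EV- libraries. At this depth, 3 reads, the smallest number taken as detection, corresponded to between 0.113 and 0.153 CPM. This floor covers counting error only. The 10 genes with the most reads held between 10.2% and 11.3% of each library. A pseudocount of 1 was added to each value before taking log2, and the groups were compared with limma in a single fit of all 10 libraries, with Benjamini-Hochberg adjustment over the 9003 genes. Values of single genes are given as the mean CPM ± SD of a group's libraries.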

We identified 809 differentially expressed genes (DEGs) among the four groups (FDR < 0.1) (Fig. 6b, c). 

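By limma's test, 231 of the 9003 genes differed among the 4 groups at an FDR under 0.1, and 1076 genes had an unadjusted p under 0.05. Between GN and control, 158 genes differed, of which 84 were higher and 74 lower in GN. The EV+ libraries differed from control in 327 genes, 164 of them higher, and the EV- libraries in 256 genes, 116 of them higher. From GN, the EV+ libraries differed in 11 genes, 6 higher and 5 lower, and the EV- libraries in 34 genes, 5 higher and 29 lower. The EV+ and EV- libraries differed from each other in 2 genes, both higher in EV+, and 411 genes (4.57% of those tested) had an unadjusted p under 0.05 in this comparison. In 3 simulated data sets, with genes drawn independently and no difference between EV+ and EV-, limma also called 2 genes on average. Among the 10 splits of the 6 libraries, however, the real one alone gave any. The directions depended on the test. By edgeR's likelihood-ratio test, 14 genes were higher and 29 lower in EV+ than in GN, 54 higher and 72 lower in EV- than in GN, and 18 higher and 39 lower in EV+ than in EV-, where the simulated data gave 11.7 genes on average. With DESeq2, 34 genes differed between EV+ and EV-, against 4.67 in the simulated data, and 54 were higher and 59 lower in EV- than in GN. The paper's text does not say whether EV+ and EV- libraries with the same replicate number came from the same rat. After each group's mean was subtracted, same-numbered EV+ and EV- libraries correlated with a mean r of 0.207 across genes, which are not independent replicates, and this alone does not show that they were paired. With the replicate number as a block in the fit of all 10 libraries, 5 genes differed between EV+ and EV- macrophages, and all 5 were higher in EV+. The block used the same number across all groups, so it also tied control, GN and ASC-treated libraries, which came from different rats. For comparisons with control or GN it therefore cannot stand for a pairing by rat. With it, 10 genes were higher and 20 lower in EV+ than in GN. In a fit of the 6 EV+ and EV- libraries alone with the same block, 49 genes differed, 32 higher and 17 lower in EV+. The count among the 4 groups moved most with the likelihood-ratio test on common and tagwise dispersions, chosen after the data were seen, which called 881 genes. Of the 30 genes that the paper names in Fig. 6c or as granzyme B, 20 had an FDR under 0.1 among the 4 groups when adjusted over all genes. Adjusted over this list alone, all 30 did, which shows no stability because the list comes from the same data.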

Based on unsupervised clustering of these genes, gene set analysis using hallmark gene sets, and Gene Ontology (GO) biological process terms from the MSigDB database, we identified seven distinct DEG groups associated with distinct functions (Fig. 6b, d, e). 

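K-means++ clustering into 7 clusters, with 50 starts, was repeated on the row z-scores of the 231 genes. Each cluster was matched to a DEG group by the number of genes of Fig. 6c that they shared, and ties were broken by the profiles of Fig. 6d. The clusters matched to DEG groups 1 to 7 held 33, 57, 23, 34, 35, 40 and 9 genes. Of the 30 named genes, 16 lay in the cluster matched to their own DEG group, 4 lay in another cluster and 10 were not among the 231 genes. The clusters matched to DEG groups 3 and 7 shared none of their named genes and were matched by profile alone. Because the genes were selected and clustered on the same values, differences within a cluster are described without a test. The MSigDB collections were not used here, and 17 fixed lists of genes took their place. They were tested with limma's camera, which compares the genes of a set with all others, at an assumed inter-gene correlation of 0.01 and with adjustment over 68 tests. When camera instead estimated this correlation from the data, no set had an adjusted p under 0.1 in any comparison, and the lowest was 0.142.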

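*Gzmb*, which encodes granzyme B, a protease of cytotoxic NK and T cells, had 50.7, 8.10 and 2.96 CPM in EV- replicates 1, 2 and 3. It had 1.76, 1.18 and 1.61 CPM in the EV+ replicates, 1.39 and 1.57 CPM in control, and 0.631 and 1.47 CPM in GN. The log2 fold change between EV+ and EV- was -2.30 (SE 0.624, adjusted p = 0.733 by limma; adjusted p = 0.428 with the replicate number as a block). Every EV- library exceeded every EV+ library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 libraries allow). Over the alternatives tried, leaving out libraries aside, the adjusted p of this comparison lay between 7.54e-05 and 0.958. Leaving out single libraries moved its log2 fold change to between -3.12 and -1.26. Among the 4 groups, the adjusted p of *Gzmb* was 0.138 by limma and 2.81e-08 by edgeR's likelihood-ratio test. The fixed set of NK and T cell genes showed the same pattern, with 22 genes in the table. Their mean log2(CPM + 1) was 2.21 ± 0.10 (SD, n = 2) in control, 2.14 ± 0.21 (n = 2) in GN, 2.21 ± 0.21 (n = 3) in EV+ and 3.52 ± 1.15 (n = 3) in EV- libraries. It was lower in EV+ than in EV- by a mean log2 difference of -1.31, with 20 of the 22 genes lower (camera, adjusted p = 9.29e-13, and 1.63e-12 with the block). Without EV- replicate 1, the library with the highest mean, the difference was -0.66.

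**Figure D1:**
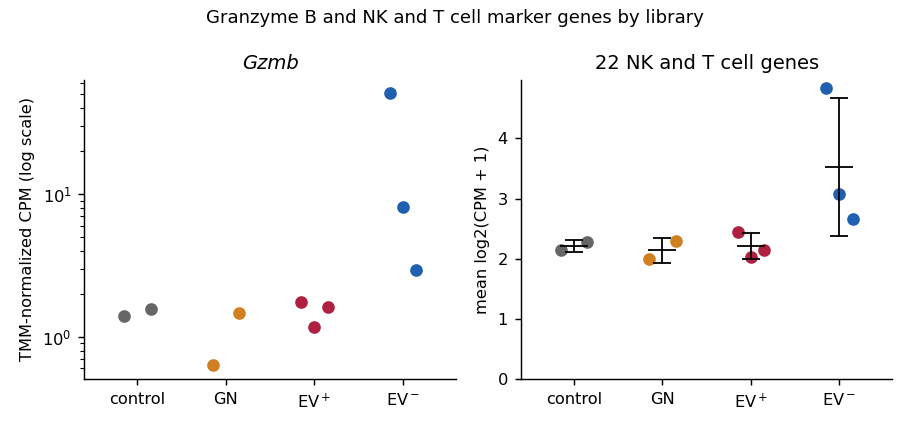
CPM of *Gzmb* on a log axis (left) and the mean log2(CPM + 1) of 22 NK and T cell genes (right), with a point per library and, on the right, the group mean and SD. The 3 EV- libraries lie above the 3 EV+ libraries in both plots, and EV- replicate 1 lies highest, at 50.7 CPM of *Gzmb*.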

Since DEG group 7 included granzyme B and possibly reflected contamination with NK or T cells, we focused on other DEG groups in subsequent analyses. Genes in DEG groups 1, 2, and 3 were upregulated by nephritis, and the expression of genes in DEG group 1 was further enhanced in EV^+^ samples relative to that in EV^−^ samples (Fig. 6d). These gene sets were associated with several functions, such as secretion, exocytosis, glycolysis, and myeloid leukocyte activation (Fig. 6e and Supplementary Table 1). 

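In the cluster matched to DEG group 1, the mean z-score was -1.50 ± 0.316 (SD, n = 2) in control, -0.311 ± 0.140 (n = 2) in GN, 0.771 ± 0.227 (n = 3) in EV+ and 0.436 ± 0.103 (n = 3) in EV- libraries. All 33 genes were higher in GN than in control and higher in EV+ than in GN, and 26 were higher in EV+ than in EV-. The difference of 0.335 between EV+ and EV- exceeded either group's SD. It was 0.032 when only genes with an FDR under 0.05 were clustered and -0.037 when the genes called by edgeR's likelihood-ratio test were. Among 70 genes selected without regard to the EV label, as rising from control to GN and further to the 6 pooled EV+ and EV- libraries, the difference was 0.162, and 44 were higher in EV+. The cluster matched to DEG group 2 rose from -1.58 ± 0.224 in control to 0.669 ± 0.075 in GN, with all 57 genes higher in GN. It did not rise further in the libraries from ASC-treated rats, at 0.472 ± 0.196 in EV+ and 0.138 ± 0.302 in EV- libraries. Both of these groups differ from GN in the ASC treatment of the rats, so their comparison with GN cannot isolate EV transfer. The cluster matched to DEG group 3 rose from -0.176 ± 0.067 to 1.28 ± 0.209, with 21 of 23 genes higher in GN. It then fell to 0.187 ± 0.056 in EV+ and -0.922 ± 0.160 in EV- libraries.

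**Figure D2:**
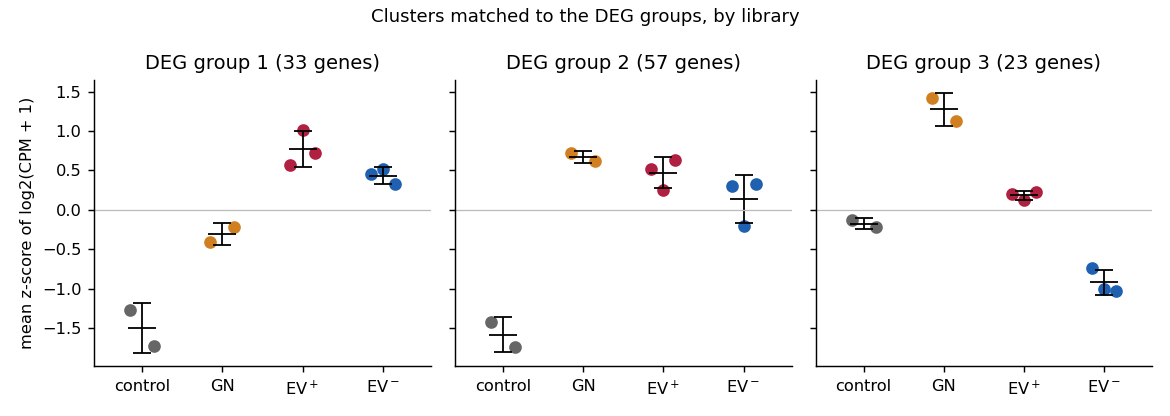
Mean z-score of log2(CPM + 1) over the genes of the clusters matched to DEG groups 1, 2 and 3, with a point per library and the mean and SD of each group. In DEG group 1 the EV+ mean of 0.771 lies above the EV- mean of 0.436, while in DEG groups 2 and 3 both lie below GN. The cluster matched to DEG group 3 shares none of the named genes of that group.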

Notably, DEG group 1 was strongly related to secretion and exocytosis processes. The upregulated genes associated with secretion and exocytosis processes included (1) DEG group 1—*Hmgcr*, *Slc12a2*, *Pcsk1*, and *Llgl2*; (2) DEG group 2—*Anxa3* and *Itgam*; and (3) DEG group 3—*Fcgr2b* and *Tnfaip2* (Fig. 6c, e). 

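*Pcsk1*, which encodes a proprotein convertase of secretory granules, had 123 ± 6.63 CPM (SD, n = 2) in control, 175.5 ± 18.4 (n = 2) in GN, 248 ± 13.7 (n = 3) in EV+ and 215 ± 6.83 (n = 3) in EV- macrophages. Its log2 fold change was 0.50 between GN and control (SE 0.0936, adjusted p = 0.0179 by limma), 0.50 between EV+ and GN (SE 0.0854, adjusted p = 0.0489), and 0.29 between EV- and GN (adjusted p = 0.324). Between EV+ and EV- it was 0.21 (adjusted p = 0.994, and 0.841 with the replicate number as a block), although every EV+ library exceeded every EV- library (exact permutation test, two-sided p = 0.1, the smallest possible). The rise from GN to EV+ rested on all 3 EV+ libraries, since leaving out any of them raised the adjusted p to between 0.104 and 0.173. *Slc12a2* was higher in EV+ than in GN by a log2 fold change of 0.43 (adjusted p = 0.658). Of the 6 listed genes of DEG group 1, all had higher means in GN than in control and in EV+ than in GN, while 3 were higher and 3 lower in EV+ than in EV-. *Anxa3* and *Itgam* rose from control to GN by 0.74 and 0.57 (adjusted p = 0.0181 and 0.0126), from 44.7 ± 1.19 to 75.6 ± 8.41 CPM and from 403 ± 21.3 to 600 ± 45.3 CPM. *Fcgr2b* rose from 0.860 ± 0.126 to 5.07 ± 1.09 CPM (log2 fold change 1.7, SE 0.303, adjusted p = 0.0137). It had 4.36 ± 1.5 CPM in EV+ and 2.02 ± 0.491 CPM in EV- libraries (log2 fold change 0.80, adjusted p = 0.934, and 0.692 with the block). For *Tnfaip2* the rise of 0.30 in GN had an adjusted p of 0.141, and it lay between 0.0398 and 0.388 over the alternatives tried.

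**Figure D3:**
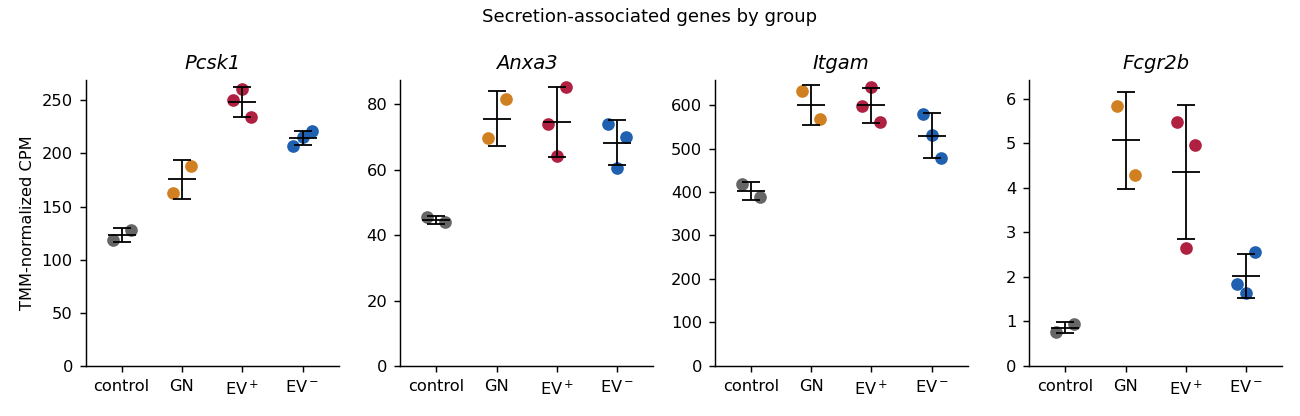
CPM of *Pcsk1*, *Anxa3*, *Itgam* and *Fcgr2b*, with a point per library and the mean and SD of each group. *Pcsk1* rises from 123 CPM in control to 248 CPM in EV+ libraries, and *Fcgr2b* from 0.860 CPM in control to 5.07 CPM in GN.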

On the other hand, the genes in DEG groups 4, 5, and 6 were downregulated by nephritis, and the expression of genes in DEG groups 4 and 6 were further suppressed in EV^+^ samples (Fig. 6d). These genes were enriched for IFN-γ, TNF-α, and NF-κB pathways, which are important for the induction of M1 macrophages, and included (1) DEG group 4—*Lpar6*, *Nr4a3*, *Hes1*, *Fosb*, *Phlda1*, and *Bcl2a1*; (2) DEG group 5—*Tnfsf13b* and *Serpinb8*; and (3) DEG group 6—*Cxcl10*, *Cxcl11*, *Ccrl2*, and *Zfp36* (Fig. 6c, e). 

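The cluster matched to DEG group 4 fell from a mean z-score of 1.49 ± 0.217 (SD, n = 2) in control to 0.309 ± 0.063 (n = 2) in GN, -0.843 ± 0.227 (n = 3) in EV+ and -0.358 ± 0.386 (n = 3) in EV- libraries. All 34 genes were lower in GN than in control and in EV+ than in GN. The EV+ mean lay below the EV- mean by -0.485, which exceeded the SD of either group, and 2 of the 34 genes were higher in EV+ than in EV-. The cluster matched to DEG group 5 fell from 1.66 ± 0.201 to -0.599 ± 0.085 in GN and lay at -0.415 ± 0.151 in EV+ and -0.295 ± 0.038 in EV- libraries. The cluster matched to DEG group 6 fell from 1.49 ± 0.429 to 0.340 ± 0.123 in GN, and further to -0.440 ± 0.271 in EV+ and -0.778 ± 0.148 in EV- libraries. In this cluster 36 of 40 genes were lower in EV+ than in GN and all 40 were lower in EV- than in GN. The EV+ mean exceeded the EV- mean by 0.338. With 6 clusters in place of 7 the difference was -0.047, but no cluster was then matched to DEG group 4. The cluster matched to DEG group 6 then held 66 genes, 36 of them shared with the main one. Under the other alternatives the difference lay between 0.338 and 0.556, and between 0.245 and 0.493 when single libraries were left out. Among 102 genes selected without regard to the EV label, as falling from control to GN and further to the pooled EV+ and EV- libraries, the mean z-score differed between EV+ and EV- by -0.056, and 64 of them were lower in EV+.

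**Figure D4:**
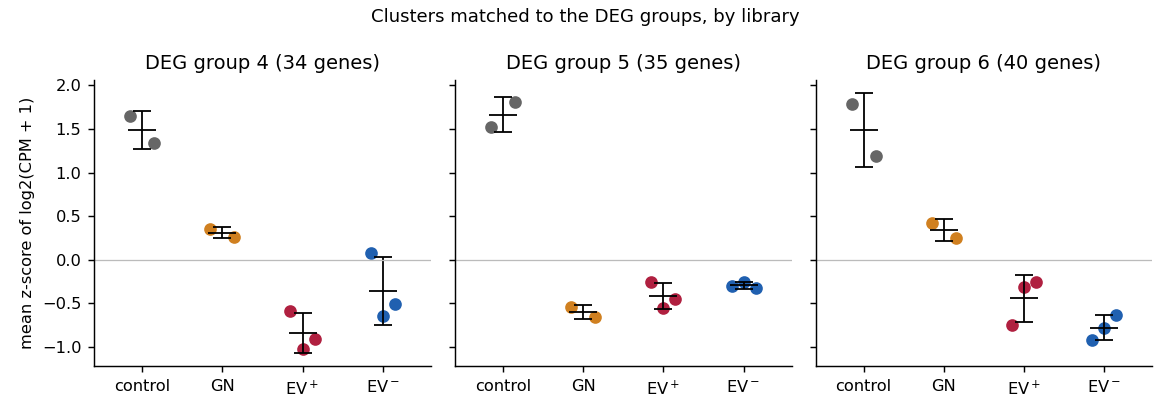
Mean z-score of log2(CPM + 1) over the genes of the clusters matched to DEG groups 4, 5 and 6, with a point per library and the mean and SD of each group. In DEG group 4 the EV+ mean of -0.843 is the lowest, and in DEG group 6 the EV- mean of -0.778 is.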

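*Hes1*, a transcriptional repressor, had 136.5 ± 2.25 CPM (SD, n = 2) in control, 59.7 ± 9.41 (n = 2) in GN, 31.8 ± 2.72 (n = 3) in EV+ and 39.6 ± 2.12 (n = 3) in EV- macrophages. Its log2 fold change was -1.19 between GN and control (SE 0.127, adjusted p = 0.000435 by limma), -0.88 between EV+ and GN (SE 0.116, adjusted p = 0.0156) and -0.57 between EV- and GN (adjusted p = 0.0749, and 0.116 with the replicate number as a block). *Zfp36*, whose product destabilizes cytokine mRNAs, had 2591 ± 374, 1684 ± 122, 905 ± 70.8 and 988 ± 172 CPM in the same groups. Its log2 fold change was -0.62 between GN and control (adjusted p = 0.0480), -0.90 between EV+ and GN (adjusted p = 0.0156) and -0.78 between EV- and GN (adjusted p = 0.0147). *Junb*, shown in Fig. 6c, did not pass the FDR threshold between GN and control (-0.35, adjusted p = 0.181) but did between EV+ and GN (-0.66, adjusted p = 0.0156) and between EV- and GN (-0.61, adjusted p = 0.0147). When limma was fitted without its intensity trend, a setting chosen after the data were seen, none of these EV+ and GN comparisons passed, with adjusted p of 0.109 for *Hes1* and 0.210 for *Zfp36* and *Junb*. *Serpinb8* fell by 1.43 on the log2 scale in GN (adjusted p = 0.0130) and *Ccrl2* by 0.48 (adjusted p = 0.0331). The falls of *Tnfsf13b* in GN (-0.69, adjusted p = 0.196) and of *Fosb* (-1.32, adjusted p = 0.212) and *Nr4a3* (-0.89, adjusted p = 0.411) from GN to EV+ did not pass. *Cxcl10* changed little from control to GN (-0.14, adjusted p = 0.922) and was lower in EV+ than in GN by -0.85 (adjusted p = 0.496). *Ccl2*, shown in Fig. 6c, was higher in GN than in control by 0.16 (adjusted p = 0.878). Of the 9 listed genes of DEG group 6, all 9 had lower means in EV+ and in EV- than in GN, and 6 were higher in EV+ than in EV-. Among the fixed sets tested with camera, the 29 interferon response genes had a mean log2 difference of -0.35 between GN and control, with 27 lower (adjusted p = 5.25e-06). Their mean log2(CPM + 1) was 7.558 and 7.142 in the control libraries, against 7.096 and 6.906 in GN. Control replicate 2 thus lay close to GN replicate 1. Between EV+ and GN the mean difference was 0.06, with 23 higher (adjusted p = 0.0939), and it was -0.01 without EV+ replicate 1. Between EV+ and EV- it was 0.13, with 27 higher (adjusted p = 0.00425, and 1.06e-05 with the replicate number as a block). In the fits that left out a library, this difference ranged from 0.02 to 0.23, with an adjusted p of up to 0.56. The 22 NF-κB and TNF target genes changed by -0.21 between GN and control (15 lower, adjusted p = 0.0232) and by -0.24 between EV+ and GN (15 lower, adjusted p = 0.00246). Their mean log2(CPM + 1) was 6.916 and 6.582 in the control libraries, against 6.532 and 6.549 in GN. The fall from control to GN therefore rested mostly on control replicate 1. The same genes changed by -0.32 between EV- and GN (19 lower, adjusted p = 1.43e-06). Between EV+ and EV- the change was 0.09 (18 higher, adjusted p = 0.00920, and 0.00831 with the block). It ranged from 0.04 to 0.12 in the fits that left out a library, with an adjusted p of up to 0.183. The 25 immediate early genes, to which *Zfp36*, *Junb*, *Fosb* and *Nr4a3* belong, changed by -0.53 between GN and control (23 lower, adjusted p = 9.43e-11), by -0.65 between EV+ and GN (25 lower, adjusted p = 2.84e-16) and by -0.56 between EV- and GN (24 lower, adjusted p = 9.29e-13). Between EV+ and EV- they changed by -0.08 (18 lower, adjusted p = 0.206, and 0.0903 with the replicate number as a block). Their set includes 3 heat shock genes that were higher in replicate 1 than in the other replicates of both EV+ and EV-.

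**Figure D5:**
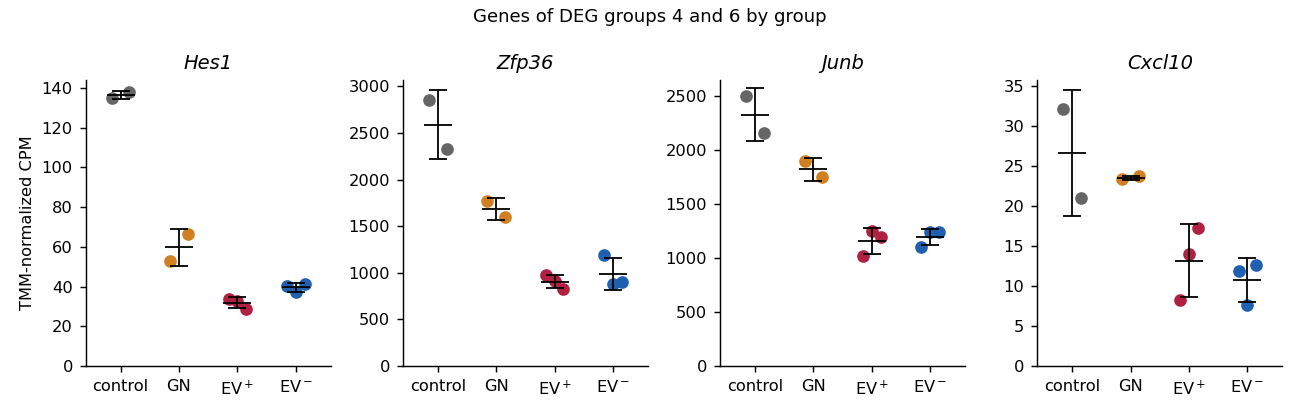
CPM of *Hes1*, *Zfp36*, *Junb* and *Cxcl10*, with a point per library and the mean and SD of each group. *Hes1* falls from 136.5 CPM in control to 31.8 CPM in EV+ libraries, and the EV+ and EV- libraries of *Zfp36*, *Junb* and *Cxcl10* overlap.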

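The 80 genes of cytosolic ribosomal proteins in the table, which are part of the translation machinery, had a mean log2(CPM + 1) of 7.07 ± 0.14 (SD, n = 2) in control, 6.86 ± 0.04 (n = 2) in GN, 6.72 ± 0.24 (n = 3) in EV+ and 6.78 ± 0.11 (n = 3) in EV- libraries. Their mean log2 difference was -0.22 between GN and control, with 77 of 80 lower (camera, adjusted p = 6.67e-10), and -0.14 between EV+ and GN, with 77 lower (adjusted p = 3.60e-06). The difference between EV+ and GN was smaller than the SD of the EV+ libraries and was -0.01 without EV+ replicate 2. Between EV- and GN it was -0.08, with 69 lower (adjusted p = 0.00723), and -0.02 without EV- replicate 2. Between EV+ and EV- it was -0.07, with 66 lower (adjusted p = 0.0350, and 0.0477 with the replicate number as a block). Without EV+ replicate 2 this difference turned to 0.07. Ribosomal protein genes made up 3 of the 34 genes in the cluster matched to DEG group 4, and 7 of the 34 were immediate early genes.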

DEG group 4 was also associated with other biological processes such as translation (Fig. 6e). A recent study has reported similar transcriptomic changes in M2 macrophages treated with succinate, including upregulation of secretion and exocytosis pathways and downregulation of genes that are preferentially expressed in M1 macrophages, which are indicative of hyperpolarization of M2 macrophages^19^. Therefore, these findings collectively suggest that M2 macrophages undergo hyperpolarization in nephritis and that EVs mediated a further phenotypic shift probably toward anti-inflammatory phenotypes. 

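The genes with the largest rise from control to GN, among those with an FDR under 0.1, at least 5 CPM and no overlap between the groups, included *Sema4a*, *Capg*, *Alox5* and *Pltp*. *Capg*, which encodes an actin-capping protein, rose from 87.4 ± 8.12 to 400.4 ± 13.6 CPM (SD, n = 2 each; log2 fold change 2.19, SE 0.129, adjusted p = 1.05e-06 by limma). The log2 fold changes of *Sema4a*, *Alox5* and *Pltp* were 2.25, 2.11 and 1.68, with adjusted p of 0.00693, 0.00549 and 0.00579. Besides *Serpinb8* and *Hes1*, the largest falls were those of *Ifi27l2b* (-1.34, adjusted p = 0.0743), *Ccl3* (-1.07, adjusted p = 0.00786) and *Plcb1* (-1.01, adjusted p = 0.0542). Of the 158 genes that differed between GN and control, 157 differed from control in the same direction in EV+ libraries and 151 in EV- libraries, and 115 and 97 of them also had an FDR under 0.1 there. The mean lay beyond GN in the same direction for 46 of the 158 genes in EV+ and for 36 in EV- libraries. All of these counts reuse the control and GN libraries on which the 158 genes were selected. No count for unchanged genes was made, so they cannot tell a shared response from this selection. The 11 genes that differed between EV+ and GN included *Pcsk1* among those higher and *Hes1*, *Zfp36* and *Junb* among those lower. The 9 M1 marker genes in the table changed by a mean log2 difference of -0.07 between GN and control (7 lower, camera adjusted p = 0.196) and -0.13 between EV+ and GN (6 lower, adjusted p = 0.112). They fell more in EV-, by -0.38 from GN (all 9 lower, adjusted p = 0.00175), and were higher in EV+ than in EV- by 0.26 (7 higher, adjusted p = 0.0398, and 0.0166 with the replicate number as a block). Without EV- replicate 2 the latter difference was 0.14 (adjusted p = 0.351, the highest of the fits that left out a library). The 10 M2 marker genes changed by 0.06 between GN and control (7 higher, adjusted p = 0.852) and by -0.27 between EV+ and GN (8 lower, adjusted p = 0.0350). The size of these means depended on the processing. Leaving out libraries aside, they ranged over the alternatives from 0.06 to 0.55 and from -0.76 to -0.24, respectively. From the higher expression of genes linked to secretion and exocytosis and the lower expression of genes linked to M1 pathways, which resemble the changes it cites for succinate-treated M2 macrophages, the paper proposes that M2 macrophages hyperpolarize in nephritis and that EVs shift them further.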

While M1 macrophages rely mainly on glycolysis, M2 macrophages are reported to be more dependent on mitochondrial oxidative phosphorylation. 

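Of the genes that the paper links to glycolysis, *Plod1* encodes a lysyl hydroxylase, *Gusb* a lysosomal glucuronidase and *Chst1* a sulfotransferase. *Plod1* had 18.6 ± 5.30 CPM (SD, n = 2) in control and 26.1 ± 0.769 (n = 2) in GN, a log2 fold change of 0.49 (SE 0.210, adjusted p = 0.411 by limma). It had 33.2 ± 6.53 CPM (n = 3) in EV+, where its log2 fold change from control was 0.81 (adjusted p = 0.0424, and 0.114 without EV+ replicate 2), and 28.5 ± 4.76 CPM (n = 3) in EV- (0.60 from control, adjusted p = 0.160). *Gusb* had 95.9 ± 8.52 CPM in control and 105.6 ± 0.288 CPM in GN (log2 fold change 0.14, adjusted p = 0.674). It rose to 127 ± 6.40 CPM (n = 3) in EV+ (log2 fold change from GN 0.27, adjusted p = 0.496) and to 133.0 ± 4.46 CPM (n = 3) in EV- macrophages. From control, its log2 fold change was 0.41 in EV+ (adjusted p = 0.0217) and 0.47 in EV- (adjusted p = 0.0124). Its adjusted p among the 4 groups was 0.0212. *Chst1* rose from 4.23 ± 0.444 to 8.89 ± 2.82 CPM in GN (log2 fold change 0.89, adjusted p = 0.121, between 0.00564 and 0.188 over the alternatives tried). From control, its log2 fold change was 1.18 in EV+ (adjusted p = 0.0113) and 0.86 in EV- (adjusted p = 0.0729). Its adjusted p among the 4 groups was 0.0523. The 16 genes of glycolytic enzymes and glucose transport in the table changed by a mean log2 difference of 0.07 between GN and control (11 higher, camera adjusted p = 0.237). With a prior count of 0.5 in place of the pseudocount, the mean was -0.04. Between EV+ and GN the mean was 0.01 (10 higher, adjusted p = 0.338), and it was -0.05 without EV+ replicate 1. The 73 oxidative phosphorylation genes changed by -0.01 between GN and control (38 lower, adjusted p = 0.955) and by -0.11 between EV+ and GN (68 lower, adjusted p = 0.000240), a difference smaller than the SD of 0.19 between the EV+ libraries that vanished without EV+ replicate 2 (-0.0034, adjusted p = 0.921). Between EV- and GN the change was -0.08 (61 lower, adjusted p = 0.00271), and -0.04 without EV- replicate 2 (adjusted p = 0.148).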

Upregulation of glycolysis-associated genes, such as *Plod1*, *Gusb*, and *Chst1*, in our data sets contradicts these findings (Fig. 6c, e); however, the importance of glycolysis in M2 macrophages has been recently suggested^20^. In addition, we observed that EV^+^ and EV^−^ samples had very similar overall transcriptomes (Fig. 6b). This suggests that EVs may transiently contact even DiD-negative M2 macrophages in vivo and cause pervasive transcriptomic changes in anti-inflammatory macrophages.

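The root-mean-square difference of log2(CPM + 1) over all 9003 genes averaged 0.353 between EV+ and EV- libraries (9 pairs). It averaged 0.322 within EV+ (3 pairs), 0.367 within EV- (3 pairs), 0.350 between control and GN (4 pairs), 0.334 between GN and EV+ (6 pairs) and 0.374 between GN and EV- (6 pairs). The mean Pearson correlation across genes between EV+ and EV- libraries was 0.989. The mean distance between the EV+ and EV- groups exceeded the mean distance within them by 0.00824, and 4 of the 10 splits of the 6 libraries gave as large a value (exact permutation test, one-sided p = 0.4, with 0.1 the smallest possible). Over the 1000 genes with the highest mean, the value was -0.0188 (p = 0.7 by the same exact test). With a prior count of 0.5 in place of the pseudocount it was 0.0248, and no other split gave as large a value (exact p = 0.1). Same-numbered EV+ and EV- libraries lay 0.328 ± 0.0606 apart (SD, 3 pairs) and those with different numbers 0.365 ± 0.0457 apart (SD, 6 pairs). These last pairs exceeded the pairs within the groups by 0.0204, a comparison chosen after the data were seen, and of the 4 splits that part the same-numbered libraries the real one gave the largest value (exact p = 0.25, the smallest possible). The genes that differed between EV+ and EV- by limma were *Pltp*, which encodes the phospholipid transfer protein, and *Plvap*, which encodes a component of endothelial fenestrae and caveolae. *Pltp* had 3.89 ± 0.601 CPM (SD, n = 2) in control, 14.9 ± 4.06 (n = 2) in GN, 8.22 ± 1.74 (n = 3) in EV+ and 2.33 ± 0.508 (n = 3) in EV- libraries (log2 fold change between EV+ and EV- 1.46, SE 0.211, adjusted p = 0.0394). *Plvap* had 94.9 ± 18.2, 172.9 ± 14.0, 131.0 ± 13.5 and 75.3 ± 9.06 CPM in these groups (log2 fold change between EV+ and EV- 0.79, SE 0.116, adjusted p = 0.0394). With the replicate number as a block, the adjusted p was 0.0463 for *Pltp* and 0.00154 for *Plvap*. Both genes lay between their GN and EV- means in EV+. Leaving out single libraries moved the adjusted p of *Pltp* to between 0.0729 and 0.266 and that of *Plvap* to between 0.0588 and 0.204. The other genes that passed with the block, chosen after their values were seen, were *C2* (adjusted p = 0.0463), *Lpl* (adjusted p = 0.0730) and *RT1-Da* (adjusted p = 0.0730), all higher in EV+.

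**Figure D6:**
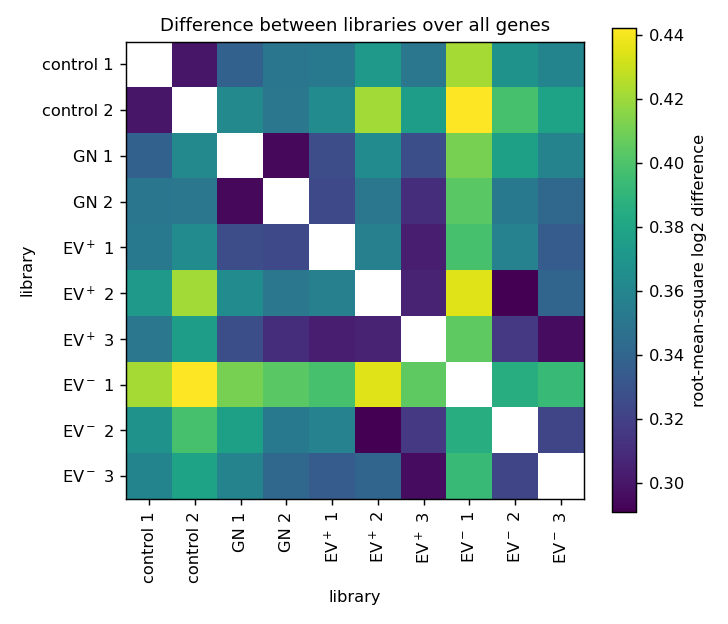
Root-mean-square difference of log2(CPM + 1) over 9003 genes between each pair of the 10 libraries, as colors from dark (small) to bright (large). Pairs of EV+ and EV- libraries range from 0.291 to 0.435, which overlaps the 0.304 to 0.357 within EV+ and the 0.323 to 0.393 within EV-.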

**Fig. 6:**
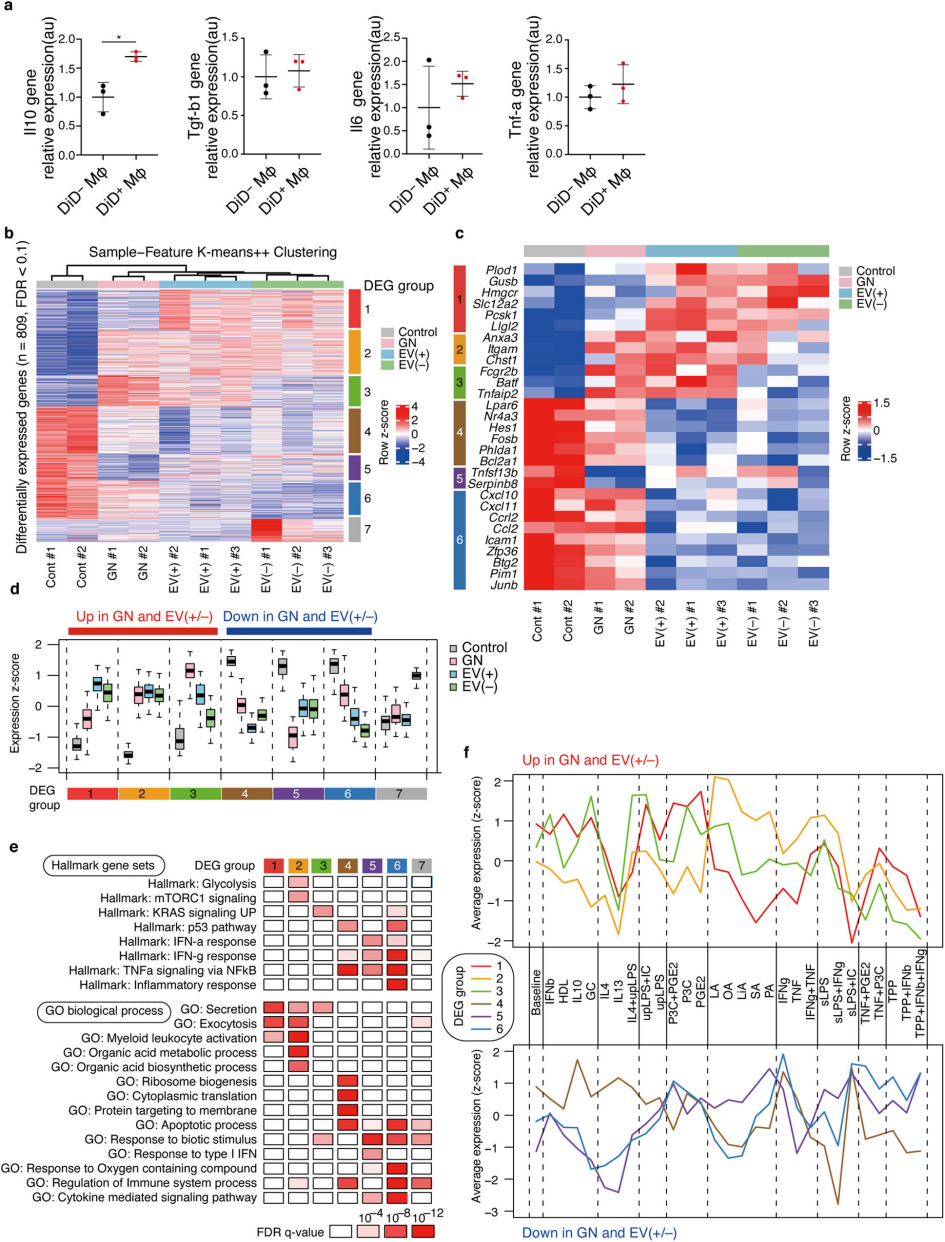
Transcriptomic effects of ASC-derived EVs on splenic M2 macrophages in vivo. **a** Comparison of gene expression levels between DiD^+^ M2 macrophages and DiD^−^ M2 macrophages (*n* = 3 per group). All data are shown as mean ± SD. *p ≤ 0.05 as determined by Welch’s *t* test. **b** K-means ++  clustering analysis of DEGs among four sample groups in RNA-seq datasets (FDR < 0.1). Color scales are normalized along each row. **c** Gene expression patterns of representative genes are shown in **b**. **d** Box plots showing expression changes of DEG groups 1‒7 in control, GN, EV (+), and EV (−) samples. **e** Summary of representative hallmark gene sets and gene ontology (GO) biological process terms associated with each DEG group with corresponding FDR *q* values, determined by MSigDB gene set overlap analysis. **f** Expression changes of genes in DEG groups in human macrophages stimulated with 28 different stimuli. Datasets in a previous report were reanalyzed.

While macrophages are largely divided into M1 and M2 macrophages, various external stimuli induce diverse transcriptional programs in macrophages^19^. Such complexity should be considered for a realistic consideration of EV effects because EVs can transfer various molecules. We utilized a previously reported database of transcriptomic effects of 28 different stimuli, including known M1 stimuli (IFN-γ), known M2 stimuli (IL-4), and prostaglandin (PGE), in human macrophages and examined similarities between these datasets and our datasets. To do so, we compared the expression changes of DEG groups identified in our datasets with those induced by 28 different stimuli^21^. As shown in Fig. 6f, DEG group 1, which was upregulated in nephritis and further increased in EV^+^ samples, showed the highest expression upon PGE2 stimulation. Importantly, this was highly consistent with our previous report that PGE2 produced by rat ASCs strongly induces the phenotypic conversion of macrophages into immunoregulatory cells^4^. Consistent with the hallmark gene set and GO analysis, DEG group 6, which was downregulated in nephritis and further decreased in EV^+^ samples, showed the highest expression upon IFN-γ stimulation. Collectively, these findings suggest that EVs secreted from the administered ASCs activate and/or hyperpolarize M2 macrophages, at least partially through PGE2 stimulation and downregulation of inflammatory pathways.

### Nephritis is ameliorated by administration of ASC-derived EVs

We conducted an in vivo experiment to determine whether ASC-derived EVs have direct therapeutic potential without ASC administration. EVs secreted from cultured ASCs were administered to rats on days 0, 2, and 4 after nephritis induction (Fig. 7a). Electron microscopy confirmed that the pellets collected by ultracentrifugation from the culture supernatant contained EVs (Fig. 7b). Injecting ASC-derived EVs reduced the elevation of serum creatinine (Fig. 7c), but not proteinuria (Fig. 7d), and improved histological injury scores (Fig. 7e). These results indicate that ASC-derived EVs play an important role in the therapeutic effects of ASCs on glomerulonephritis, but the effect was not comparable to that of ASC administration itself.

**Fig. 7:**
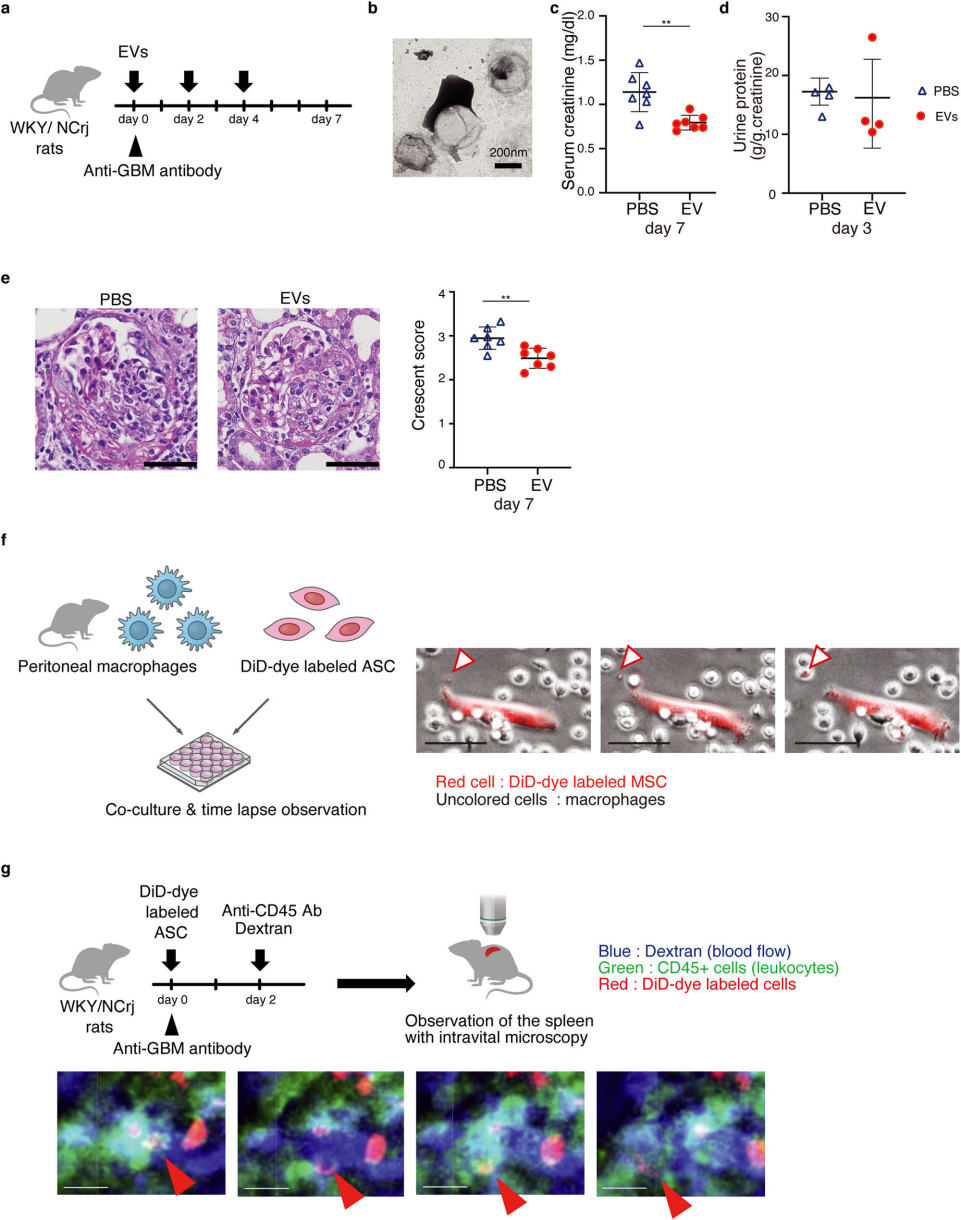
EVs have therapeutic potential for anti-glomerular nephritis. **a** Experimental scheme to determine therapeutic potentials of EVs for anti-GBM nephritis. EVs were administered intravenously on days 0, 2, and 4. **b** Electron micrograph of EVs. **c** The serum creatinine level on day 7 after EV treatment (*n* = 7 per group). **d** The urine protein excretion on day 3 (*n* = 4 per group). **e** Representative images of kidney sections stained with Periodic Acid-Schiff on day 7. Scale bars, 50 μm. The glomerular injury was evaluated using crescent score (*n* = 7 per group). **f** Experimental scheme of the co-culture of peritoneal macrophage and DiD-dye labeled ASCs. Time-lapse imaging show that EVs generated from the DiD-dye labeled ASCs are captured by macrophages. Scale bars, 50 μm. **g** Experimental scheme for observing dynamics of EV-transferred leukocytes using intravital microscopy. Time-lapse imaging of the spleen shows that the DiD^+^ leukocytes move into the bloodstream. Scale bars, 10 μm. **p ≤ 0.01 as determined by Welch’s t-test.

### EVs-transferred M2 macrophage flux from the spleen to the bloodstream

We performed time-lapse imaging by co-culturing ASCs with peritoneal macrophages in a culture dish. We captured the exact moment when ASCs released EVs and delivered EVs to macrophages (Fig. 7f and Supplementary Movie 1). This visualization directly showed that ASCs release EVs and pass them into M2 macrophages. Next, intravital microscopy was performed. At 48 h after the administration of DiD-dye labeled ASCs in nephritic rats, we labeled leukocytes by intravenous administration of FITC-labeled anti-CD45 antibody and labeled blood vessels by administration of rhodamine-labeled dextran. Then, we observed the dynamics of EV-positive leukocytes in the spleen (Fig. 7g and Supplementary movie S2). We found that the splenic leukocytes, into which ASC-derived EVs were transferred, moved into the blood vessels and circulated through the bloodstream. We observed that ASCs increased M2 macrophages in the kidney on day 3 (Fig. 2c), while they slightly increased the ratio of M1 to M2 macrophages in the spleen on day 3 (Fig. 3e). Therefore, rapid entry of M2 macrophages from the spleen into the bloodstream may contribute to the early stage (day 3) increase in M2 macrophages in the kidney.

### Direct induction of Tregs by ASCs, ASCs-derived EVs, and EV-positive M2 macrophages

Finally, to validate our findings in vivo, we conducted in vitro experiments focusing on Treg induction. We determined whether ASCs, ASC-derived EVs, and ASC-EV-transferred M2 macrophages directly induced Tregs from T cells in vitro. Since it was unclear whether ASCs acted directly on T cells or acted via other cells, we first co-cultured bone marrow cells with ASCs and evaluated the bone marrow cells for Treg induction. ASCs induced Tregs during co-culturing with bone marrow cells (Fig. 8a). Next, we co-cultured ASCs with CD4^+^ T cells purified by flow cytometry to demonstrate the direct interaction between them. ASCs induced Tregs from purified CD4^+^ T cells (Fig. 8b). Moreover, ASCs-derived EVs alone was able to induce Tregs from purified CD4^+^ T cells in co-culture (Fig. 8c). We showed that the transfer of ASC-derived EVs enhanced the ability of M2 macrophages to induce Tregs (Fig. 8d). The presence of ASC-derived EVs and M2 macrophages carrying EVs induced Tregs from CD4^+^ T cells, indicating that Tregs can be induced even though there are few ASCs in the inflamed kidney.

**Fig. 8:**
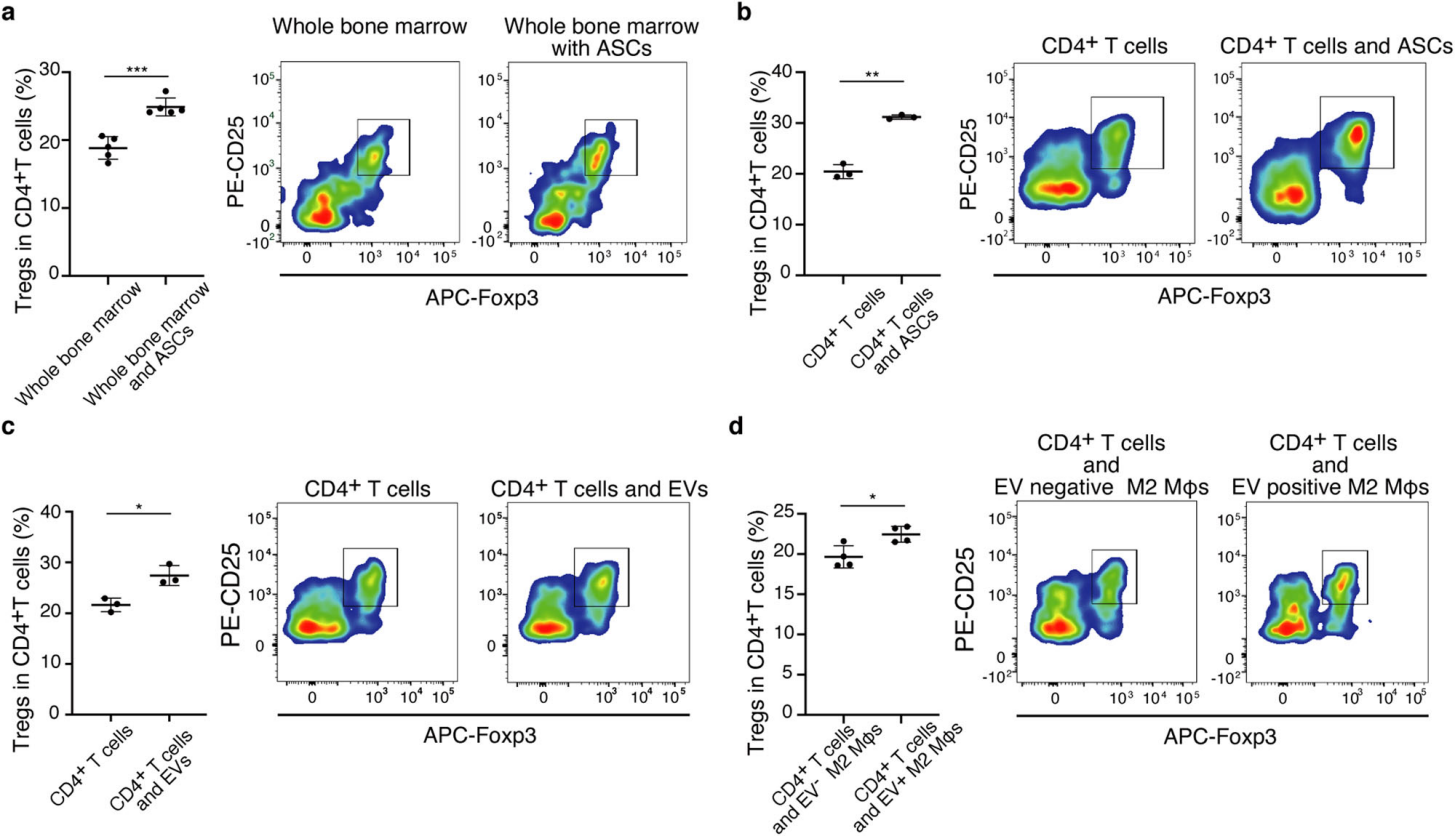
EVs and EV-transferred M2 macrophages can induce Tregs in vitro. **a** The co-culture of whole bone marrow cells and ASCs. ASCs enhanced Treg induction in CD4^+^ T cells (*n* = 5 per group). **b** The co-culture of CD4^+^ T cells sorted from bone marrow and ASCs (*n* = 3 per group), **c** the co-culture of CD4^+^ T cells sorted from bone marrow and EVs derived from cultured ASCs (*n* = 3 per group), and **d** the co-culture of CD4^+^ T cells sorted from bone marrow and M2 macrophages with EVs (*n* = 4 per group) induced Tregs in CD4^+^ T cells. All data are shown as means ± SD. *p ≤ 0.05, **p ≤ 0.01, and **p ≤ 0.001 as determined by Welch’s *t* test.

## Discussion

We investigated the therapeutic actions of ASCs, focusing on EV-mediated modulation of macrophages and the spleen-kidney immune network, which may maximize the potential of cell therapies in the clinical setting. The rat model of rapidly progressive glomerular nephritis was chosen for the following reasons: it is comparable to human anti-basement membrane antibody nephritis; the induced nephritis rapidly progresses; the renal prognosis is quite poor with existing treatment, and immune cells are deeply involved in the disease pathogenesis^22^. We showed that human ASCs exert remarkable therapeutic effects compared to human BMMSCs. Flow cytometry analyses of leukocytes revealed that ASCs shift overall leukocyte characteristics from an inflammatory to an anti-inflammatory state. Intravital imaging and flow cytometry allowed us to elucidate the dynamics of ASCs and EVs in vivo. Our results clearly demonstrate that ASC-derived EVs are mainly transferred to M2 macrophages and that ASC-derived EVs activate M2 macrophages via PGE2 in the spleen, which then enter the bloodstream, leading to an increase in Tregs and M2 macrophages, while decreasing M1 macrophages in the kidney (Fig. 9). This is the first study to clarify the therapeutic effect of ASCs by focusing on the interrelationship between ASCs, EVs, PGE2, the spleen, and the damaged kidney.

**Fig. 9:**
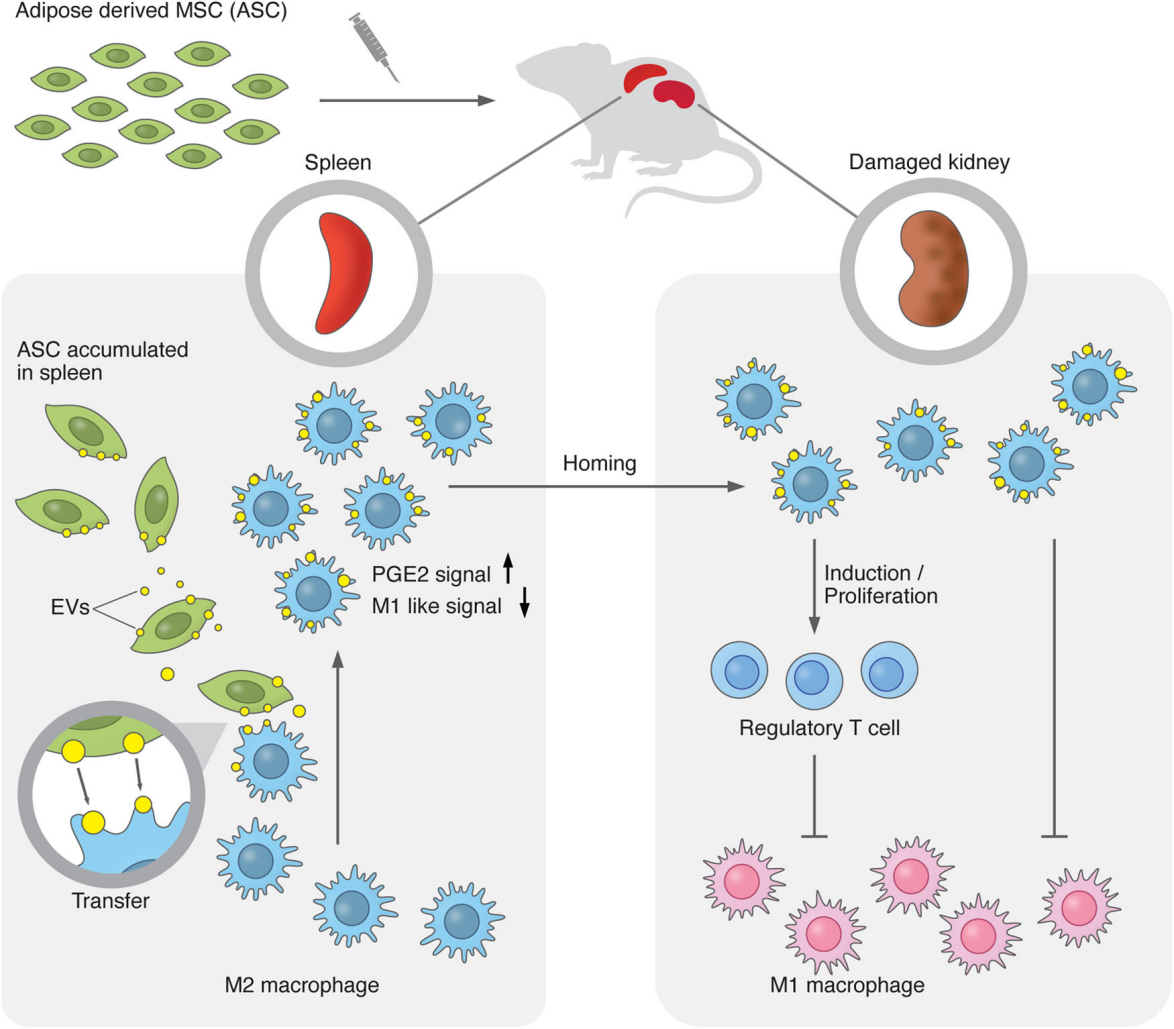
Scheme of the proposed action of ASCs and ASC-derived EVs in nephritis. When ASCs are administered to rats with nephritis, ASC-derived EVs are transferred to M2 macrophages in the spleen, leading to macrophage activation via PGE2 stimulation and reduction of M1 signatures. EV-transferred M2 macrophages move from the spleen to the inflamed kidney, resulting in the increase of Treg and decrease of M1 macrophages. ASCs exert renoprotection via EV-mediated modulation of M2 macrophages and the spleen-kidney network.

One of the findings of the present study is that the spleen is the key organ for the therapeutic effects of ASCs in a nephritis model. The spleen is a reservoir of immune cells and contains both cells that promote inflammation and cells that inhibit inflammation. In fact, there have been reports of cerebral infarction improvement with splenectomy^23^, while pulmonary damage worsens with splenectomy, suggesting that the role of the spleen may depend on the situation^24^. Although there are few reports showing that MSCs act on splenic cells and improve injuries in distant organs, Badner et al. reported that splenectomy abrogated the therapeutic effects of MSCs on traumatic spinal cord injury^25^. Our microscopic observations showed that a large number of fluorescent dye-positive cells were found in the spleen, while only a small number of labeled cells were observed in the kidney. To evaluate whether ASCs improve nephritis by acting on splenic cells, the spleen was removed one week before the administration of ASCs. This canceled the renoprotective effect and Treg induction by ASCs, indicating that the interaction of ASCs with immune cells in the spleen is essential for the therapeutic effects against kidney injury.

Another important finding of our study is that EVs secreted from ASCs in vivo are transferred predominantly to M2 macrophages and modulate M2 macrophage function via PGE2 stimulation-like transcriptome changes. To examine the exact number of MSCs in the kidney and spleen, flow cytometry analysis was performed. Surprisingly, there were few labeled MSCs in the kidney. Instead, the cells that were positive for the fluorescent dye were mostly leukocytes. In contrast, fluorescent MSCs and fluorescent leukocytes were observed in the spleen. Since DiD-dye is a cell membrane-labeling reagent, there were two possibilities: one was that ASCs were phagocytosed by leukocytes, and the other was that ASC-derived EVs were transferred to leukocytes. To examine these possibilities, we directly observed the DiD-dye distribution in the cells using high-resolution microscopy. If the ASCs are phagocytosed, membrane-labeled dyes should be observed in the leukocyte cytoplasm, and if plasma membrane components, such as EVs are transported, labeled dyes should be found on the plasma membrane. We found that most of the membrane components were distributed on the leukocyte cell membrane, suggesting that the membrane components were transferred to leukocytes as EVs. EVs have been reported to act on various immune cells, such as T cells, B cells, dendritic cells, and macrophages^9^^,^^26–28^. To identify which cell subset the ASC-derived EVs act directly on, we tracked the membrane components of the administered ASCs. This enabled us to clearly determine that EV-positive cells were M2 macrophages in the spleen and kidney using flow cytometry, and allowed us to successfully collect the target cells for RNA-seq analysis. To the best of our knowledge, this is the first transcriptome study to analyze phenotypic changes in M2 macrophages induced by EVs secreted in vivo by ASCs. Considering the diversity of M2 macrophages, we investigated the EVs stimuli that were comparable to the 28 stimuli by comparing the transcriptome changes in M2 macrophages induced by the 28 stimuli. These results suggest that EV transfer facilitates hyperpolarization of M2 macrophages in nephritis conditions further in the M2 direction possibly via PGE2 stimulation.

Furthermore, we analyzed the anti-inflammatory functions of EVs in vivo. Cultured ASC-derived EVs were administered to a rat model of nephritis. EVs protected rats from kidney injury, which is consistent with previous studies that have shown that MSCs-derived EVs protected from organ injuries^29,30^. The therapeutic potential of EVs was weaker than that of ASC administration itself. Inflammatory stimulation with interferon-gamma has been reported to enhance the anti-inflammatory function of MSCs or MSC-derived EVs^31,32^. We have elucidated certain potential mechanisms of MSCs for renoprotection, but these do not sufficiently explain all actions. To examine whether the EVs secreted in vitro are the same as those secreted in vivo after inflammatory stimuli, further studies are needed. There have been no reports on the analysis of EVs produced in vivo by MSCs administration into the body. Our results obtained from analyzing the changes in M2 macrophages caused by MSCs- derived EVs in vivo using RNA-seq and exploring the stimulating factors for these changes could contribute to further investigations on MSCs-derived EVs.

Intravital microscopy revealed that the EV-positive leukocytes in the spleen moved into the splenic blood vessels and entered the bloodstream, suggesting that M2 macrophages whose activity is enhanced by EVs are released from the spleen, reaching the inflamed kidney via the bloodstream. To the best of our knowledge, this is the first study to directly track the dynamics and function of EVs secreted by ASCs in vivo. Taken together, we successfully demonstrated the in vivo dynamics of ASCs and ASC-derived EVs, and clarified the importance of M2 macrophages that receive EV transfer in a model of nephritis (Fig. 9).

In vitro experiments were also conducted to examine the anti-inflammatory effects of EVs. These results show that ASC-related Treg induction can be achieved by ASCs themselves, ASCs-derived EVs, and EV-transferred M2 macrophages. The presence of ASC-derived EVs and M2 macrophages carrying EVs can induce Tregs from CD4 T cells, indicating that Tregs can be induced in the kidney, even though there are few ASCs in the inflamed kidney.

One of the limitations of this study is that human ASCs were administered to rats. The interaction of human ASCs with rat immune cells may not be the same as reactions with human immune cells. To elucidate the actual therapeutic actions of human ASCs, investigations using human samples obtained from clinical studies are needed. We have recently begun clinical trials using ASCs for patients with refractory IgA nephritis (NCT04342325). We plan to analyze human samples to validate the potential mechanisms that we have observed in this study.

In summary, our study indicates that EVs released from ASCs are transferred predominantly to M2 macrophages in the spleen, which then enters the bloodstream and reach the kidneys. There, the EV-transferred M2 macrophages modify leukocytes in the kidney from an inflammatory to anti-inflammatory state, resulting in renal protection. Furthermore, an analysis of the in vivo dynamics of ASCs revealed that ASCs are almost absent in the kidney, while M2 macrophages with ASC-derived EVs were found in the kidney. We also demonstrate that EVs enhanced the immunoregulatory functions of M2 macrophages via PGE2, and that inflammation in the kidney is regulated by the spleen, which is far from the kidney (Fig. 9). Although further studies are needed, the present study shows that ASC treatment has great potential as a therapeutic option for inflammatory kidney diseases and provides insights into therapeutic avenues for ASCs regarding where and how ASCs exert their therapeutic effects in vivo.

## Methods

### Animals

WKY/NCrj rats were purchased from Charles River, Inc. (Yokohama, Japan). All rats were maintained on a 12-hour light/dark cycle with free access to standard diet and water, in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. All animal experimental protocols were conducted in accordance with the guidelines of the Institutional Animal Ethics Committee of Nagoya University Graduate School of Medicine (Approval number 20377). Female 7–12-week-old rats were used for the nephritis model. The ages of the rats were matched for each MSC treatment experiment.

### Isolation and culture of human ASCs

After obtaining informed consent to harvest mesenchymal stem cells for research purposes from the adipose discarded around the donor kidney in kidney transplantation, mesenchymal stem cells were cultured. All experiments using human tissue samples were approved by the ethical committee at the Nagoya University Medical School (approval number 2005-0347-5) and adhered to the guidelines of the Declaration of Helsinki. ASCs were isolated and cultured as previously described^33–35^. Briefly, the specimens were cut into 2-mm cubic pieces. Adipose tissue was digested in Hank’s balanced salt solution containing 1 mg/mL collagenase type I (Worthington Biochemical Corporation, Lakewood, NJ, USA) for 1 h at 37 °C. Digested tissue was passed through a 100-μm pore filter to remove undigested debris. The obtained stromal vascular fraction were cultured in the medium that contained 3:2 mixture of Dulbecco’s modified Eagle’s medium (DMEM; Nissui Pharmaceutical Co. Ltd,Tokyo, Japan) and MCDB 201 medium (Sigma-Aldrich, St Louis, MO, USA), supplemented with 1 ng/ml linoleic acid-albumin (Sigma-Aldrich), one hundredth volume Insulin, Transferrin, Selenium (ITS) supplement (Sigma-Aldrich), 0.1 mM ascorbic acid phosphate ester magnesium salt (Wako Pure Chemical Industries, Osaka, Japan), 50 U/ml penicillin, 50 mg/ml streptomycin (Meiji Seika Ltd, Tokyo, Japan) and 2% fetal bovine serum (Sigma-Aldrich).

### Induction of rapidly progressive glomerulonephritis and cell therapy with MSCs

Rapidly progressive glomerulonephritis was induced in WKY/NCrj rats by administering 100 µg/rat of the mouse monoclonal IgG clone TF78, which specifically binds to a4(IV) NC1of the rat glomerular basement membrane^4^. MSCs were administered intravenously on days 0, 2, and 4 after the induction of nephritis. Proteinuria and serum creatinine were evaluated from urine samples obtained on day 3 and blood samples obtained on days 3 and 7 after nephritis induction to evaluate renal function. Urine protein was measured by BML, Inc. (Tokyo, Japan), while serum creatinine was measured by SRL, Inc. (Tokyo, Japan). To histologically assess the disease severity, semi-quantitative analysis of glomerular crescent formation was performed on paraffin-embedded tissue sections using the periodic acid–Schiff staining method. The percentage of crescent occupying the area in each glomerulus was estimated and assigned for scoring as described^4^: 0, no crescent; 1, 0–25%; 2, 25–50%; 3, 50–75%; and 4, 75–100% crescent occupation. To evaluate macrophage infiltration, formalin-fixed kidneys were stained using mouse anti-rat CD68 monoclonal IgG1 (clone ED-1; BMA Biomedicals, Augst, Switzerland) as a marker for infiltrating macrophages or dendritic cells. For each animal, crescent formation and the number of stained cells were evaluated in >30 glomeruli per renal cross-section.

### Tracking intravenously-administrated ASCs in rat organ tissues by microscopy

The cell membranes of MSCs were labeled with Vibrant DiD-dye (Thermo Fisher Scientific, MA, USA) to evaluate cell dynamics in vivo and in vitro. ASCs or BMMSCs (2 × 10^6^ cells) labeled with DiD dye were administrated into the nephritis rats via the tail vein on day 2, and tissue samples were extracted on day 3 and fixed with 1% paraformaldehyde buffer. The tissue sections stained with DAPI (Vector Laboratories, CA, USA) were observed using a Nikon TiE-A1R laser scanning confocal microscope (Nikon, Tokyo, Japan). The number of nuclei overlapping with DiD-dye was evaluated as DiD^+^ cells in the liver, lung, spleen, and kidney using Imaris (Biplane, Belfast, UK). Large particles with an estimated size of 10 μm were counted using Imaris software, which were recognized as ASCs. Smaller particles were also counted^36^. Next, we evaluated the location of DiD fluorescence in DiD-positive cells in the spleen and kidney by staining with the FITC-anti-rat CD45 antibody (Biolegend, San Diego, CA, USA) followed by fluorescein/Oregon Green polyclonal antibody labeled with Alexa Fluor 488 (Thermo Fisher Scientific, MA, USA) and DAPI. More than thirty DiD particle-positive cells were evaluated for their DiD fragment distribution. CD45^−^DiD^+^ cells were defined as ASCs. CD45^+^DiD^+^ cells, in which DiD particles occupied more than 1/3 of the cytoplasm area, were considered as leukocytes phagocytosing ASCs. CD45^+^ cells with DiD particles on the cell membranes were identified as EV-transferred leukocytes. Antibodies and dyes used in histological staining were listed in Supplementary Table 2.

### Flow cytometry analysis of kidney and spleen samples

For flow cytometric analysis of leukocytes in the kidney and spleen, kidneys and spleen were harvested after peripheral blood was eliminated using the blood withdrawal procedure. Therefore, circulating monocytes were not included in the present analysis.　Tissue samples were cut into small fragments using a razor and suspended in media containing 1 mg/mL collagenase type I (Worthington Biochemical Corporation, Lakewood, NJ, USA) and 1 mg/mL DNase I (Merck, Darmstadt, Germany). Samples in the dissociation solution were incubated at 37 °C and gently agitated for 30 min. The tissue fragments were then passed several times through an 18-gauge needle using 1 mL syringes and filtered through a 100 μm strainer. The collagenase reaction was stopped by adding PBS with 5 mM EDTA (Thermo Fisher Scientific, MA, USA). The isolated cells were pelleted at 400 × *g* at 4 °C. The red blood cells in the samples were depleted with BD Pharm Lyse (BD, San Jose, CA, USA). The cells were blocked with anti-CD32 antibody (1 in 50 BD, 550271) and stained with the labeled monoclonal antibodies listed in Supplementary Table 3, B–D. Leukocyte subsets were gated as shown in Fig. S2, and analyzed using FlowJo software (v10) (BD Bioscience, Tokyo, Japan). For flow cytometric sorting, cells were sorted using a FACS SORP Aria II (BD Bioscience, Tokyo, Japan). Cytospin4 Cytocentrifuge (Thermo Fisher Scientific, MA, USA) was used to observe the sorted cells under the microscope. For quantitative RT-PCR analysis and RNA-Seq analysis, cells were sorted using a FACS SORP Aria II after isolating cells with biotin anti-rat CD11b/c antibody (Biolegend, San Diego, CA, USA) and Streptavidin Particles Plus (BD, San Jose, CA, USA).

### Quantitative RT-PCR

RNA from sorted cells (M1 macrophages, M2 macrophages, and DiD^+^/DiD^−^ M2 macrophages) was extracted using RNeasy Plus Micro Kits (Qiagen, Hilden, Germany). Reverse transcription was performed using PrimeScript RT Master Mix Perfect Real-Time (Takara Bio, Shiga, Japan). Gene expression was determined using a StepOnePlus Real-Time PCR System (Thermo Fisher Scientific, MA, USA). The primers were synthesized by Takara Bio (sequences listed in Supplementary Table 4).

### RNA-seq analysis

For RNA-seq analysis, rat splenic M2 macrophages from four groups were collected by flow cytometry: control (physiological condition), GN (glomerulonephritis without ASC treatment), EVs^+^ (EVs transferred during glomerulonephritis), and EVs^−^ (EVs untransferred during glomerulonephritis). RNA-seq experiments were performed in two or three biological replicates. RNA was extracted using an RNeasy Plus Micro Kit (Qiagen). Libraries for RNA-seq were prepared using SMART-Seq v4 Ultra Low Input RNA Kits for Sequencing (Clontech, Tokyo, Japan) and Nextera XT DNA Library Prep Kits (Illumina, San Diego, CA). RNA libraries were sequenced using paired-end sequencing using a NovaSeq 6000 instrument (Illumina). The sequencing reads were aligned to the rn6 reference genome using STAR (v2.5.3)^37^. Reads in each refSeq gene were counted with HTSeq (v0.6.0) using the intersection-strict model^38^. The edgeR package in R was used to identify the DEGs with an FDR threshold of 0.1^39^. After filtering out genes with a maximum count per million less than 1 across all samples, the trimmed mean of M-values normalization method, and generalized linear models were used to compare gene expression data. DEGs among the four groups (FDR < 0.1) were grouped into seven clusters using K-means ++  clustering. Gene set overlap analysis was performed using the MSigDB database using hallmark gene sets and GO biological process gene sets (https://www.gseamsigdb. org/gsea/msigdb/index.jsp). Transcriptome datasets with 28 different stimuli were previously described^21^. The average expression levels of genes in each DEG group were determined for the 28 different stimuli.

### EV isolation

The supernatant from 3‒4 × 10^6^ ASCs was ultracentrifuged using a W32Ti rotor (L-80XP; Beckman Coulter, Brea, CA, USA) at 100,000 × *g* for 70 min to pellet the exosomes. EVs were observed using a JEM-1400 electron microscope (JEOL, Tokyo, Japan). For the treatment of nephritis rats, EVs from 3‒4 × 10^6^ ASCs were administrated intravenously on days 0, 2, and 4. Protein content was evaluated using Pierce BCA Protein Assay Kits (Thermo Fisher Scientific, MA, USA, 23225). The yield of EVs from 3‒4 × 10^6^ ASCs was 318.7 ± 50.6 μg.

### Time-lapse recording of co-cultured DiD-labeled ASCs and peritoneal macrophages

Peritoneal macrophages were obtained from peritoneal lavage of WKY rats by intraperitoneal injection of 50 mL sterile saline. The abdomen was gently massaged before the lavage collection. The lavage fluid was centrifuged at 400 × *g* for 30 min. Mononuclear cells in the pellet were isolated using Histopaque-1083 (Sigma-Aldrich, St. Louis, MO) and transferred to culture plates. After overnight incubation at 37 °C in a 5% CO_2_ atmosphere, floating cells were removed from the culture plates. Then, DiD-labeled ASCs were added to the macrophage culture plate at a 1:50 ratio. Fluorescence and phase-contrast images were captured every 5.5 min using a BZ-X800 incubator microscope system (Keyence, Tokyo, Japan) and analyzed with a BZ-X800 analyzer (Keyence, Tokyo, Japan).

### In vivo dynamic imaging of DiD-positive leukocytes in the spleen

The dynamics of DiD-positive leukocytes were observed using an intravital 2-photon microscope. A female 3-week-old WKY rat was injected with 50 μg TF78 and DiD-labeled ASCs (1 × 10^6^ cells) on day 0. On day 2, the rat was anesthetized with a mixture of medetomidine midazolam and butorphanol and injected with 0.25 μg/g body weight FITC anti-rat CD45 (Biolegend, 202226) and 0.01 mg/g body weight rhodamine-70k dextran. Then, the spleen was exteriorized with a lateral incision and extended over the imaging platform. Time-lapse images were acquired at 30 s per frame using a Nikon A1RMP microscope.

### Co-culture of CD4^+^ T cells with ASCs, ASC-derived EVs, and EVs-transferred macrophages

Bone marrow cells or CD4^+^ T cells were obtained from the tibias and femurs of 9–18-week-old normal WKY rats. Bone marrow fragments were passed by ice-cold PBS with a 22 G needle and a 10 mL syringe, washed, centrifuged, and treated with red blood cell lysis buffer. Magnetic cell separation was performed to harvest CD4-positive cell-rich samples using an EasySep rat CD4^+^ T-cell isolation kit (STEMCELL Technologies, Vancouver, BC, Canada). After this negative selection procedure, samples were stained with fluorophore-conjugated antibodies listed in Supplementary Table 3G, and live CD4^+^ T cells were sorted using FACS SORP Aria II. Bone marrow cells and ASCs were co-cultured at a 5:1 ratio in RPMI 1640 medium (Sigma-Aldrich, R8758) with 10% FBS and 1% penicillin-streptomycin (Gibco, 1570-063). CD4^+^ T cells and ASCs were co-cultured in a 1:1 ratio. CD4^+^ T cells and EV^+^ or EV^−^ macrophages were co-cultured at a 5:1 ratio. For co-culture with EVs, EVs were added to the RPMI 1640 medium at a 41 μg/mL concentration.

### Observation of the lungs using IVIS imaging system

ASCs were labeled with 5 μg/mL XenoLight DiR-dye (Perkin Elmer, MA, USA, 12594) in PBS and administrated with or without heparin. The lungs were harvested for ex vivo imaging using an IVIS Spectrum CT system (Caliper Life Sciences, MA, USA) on day 3. The filter set for DiR-dye imaging was 745 nm excitation and 800 nm emission.

### Statistics and reproducibility

All experiments were repeated independently, and statistical methods are described in the figure legends. Sample sizes were chosen empirically based on our preliminary experiments performed using the animal model to ensure adequate statistical power. To evaluate statistical differences among the three groups, *p* values were calculated by ordinary one-way analysis of variance followed by Tukey’s multiple comparison tests. The Welch’s *t* test was used to evaluate the difference between the two groups. All statistical analyses were performed using GraphPad Prism (version9, GraphPad Software, LLC).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data

Supplementary Video 1

Supplementary Video 2

Reporting Summary

## Data Availability

Reasonable requests for additional data or materials will be fulfilled under appropriate agreements. RNA sequencing data are available in the Gene Expression Omnibus under accession number GSE179301. All data generated or analyzed in this study are included in this published article. The source data underlying most graphs and charts used in this manuscript are provided as a Supplementary Data File. Request for any source data or materials that are not provided should be made to the corresponding author.

# Supplementary material for: Mesenchymal stem cells exert renoprotection via extracellular vesicle-mediated modulation of M2 macrophages and spleen-kidney network
**Source:** Commun Biol. 2022 Jul 28;5:753. doi: 10.1038/s42003-022-03712-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data

**Description:** The source data underlying most graphs and charts used in this manuscript.

**File name:** Supplementary Movie 1

**Description:** The coculture of DiD labeled ASC and macrophages.

**File name:** Supplementary Movie 2

**Description:** The behavior of EV+ leukocytes in spleen.

How the deposited data were processed for this re-analysis (not part of the article)

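Splenic M2 macrophages of rats were sequenced in 10 libraries of 4 groups. These were control (n = 2), glomerulonephritis without ASC treatment (GN, n = 2), and DiD-positive (EV+, n = 3) and DiD-negative (EV-, n = 3) macrophages from rats with glomerulonephritis given ASCs. The groups were taken from the sample labels and the paper's Methods. No column of the table was left out.

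The deposited table holds a normalized signal, which the authors made by aligning reads with STAR, counting them on RefSeq genes with HTSeq, removing genes with a maximum CPM under 1 across all samples and applying TMM normalization in edgeR. The paper's text names generalized linear models in edgeR but not which of its tests was used. Each value is a whole number of reads times the worth of 1 read in its library, and all values of all libraries gave whole reads on division (100%). TMM-normalized CPM recomputed from these reads differed from the deposited values by at most 4e-05. The table holds 9003 genes with a smallest row maximum of 1.01 CPM, so the filter of 1 CPM had been applied, and genes under it could not be tested. Of the gene symbols, 18 had been turned into dates, and those genes could not be named. *Il6* was not analysed here. Alignments and raw reads were not used here, and no coordinates are given.

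The recovered reads per library ranged from 19270515 to 26617093. A chi-square comparison of replicates gave between 13.5 and 46.0 per degree of freedom, so no library was a copy of another. The smallest number of reads taken as detection was 3, and floors cover counting error only, since the reads carry no molecular identifiers.

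Before the data were examined, the planned test was edgeR's quasi-likelihood test on a table of counts. Because the table holds normalized values, the main test was limma (version 3.58.1) in R (version 4.3.3) on log2 of the value plus a pseudocount of 1. It used a design of the 4 groups with 6 residual degrees of freedom and moderated variances with an intensity trend. Calls were made at a Benjamini-Hochberg FDR under 0.1 over the 9003 genes. Clusters and gene sets used the same log2 values in place of the planned prior count. The recovered reads were used for edgeR (version 4.0.16) and DESeq2 (version 1.42.0) as alternatives. Exact permutation tests enumerated all splits of 3 against 3 libraries, for which the smallest two-sided p is 0.1.

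K-means clustering used scikit-learn (version 1.9.0) with 7 clusters, 50 starts and a fixed seed, with pandas (version 2.3.3) and numpy (version 2.4.6). Clusters were matched to the paper's DEG groups by their shared genes of Fig. 6c and then by the nearest profile of Fig. 6d, read by eye. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 17 sets and 4 comparisons. The sets were fixed lists written before the data were examined and stand in for the MSigDB collections. The published data on 28 stimuli were not used here.

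The genes named in the text are those the paper names in its RNA-seq results or Fig. 6c, *Gzmb*, the genes measured by quantitative PCR, and members of the gene sets discussed. In addition, for GN against control and EV+ against EV-, they are the 5 genes with the largest rise and the 5 with the largest fall among those with an FDR under 0.1, a mean of at least 5 CPM and no overlap of the groups' values. This rule was written before the data were examined. Some of the genes it names are not reported here.

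Neither the paper nor the labels pair the libraries, so the replicate number was used as a block only beside the fit without it. In the fit of 10 libraries this block ran across all 4 groups, although control, GN and ASC-treated libraries came from different rats. Comparisons with control or GN, and calls among the 4 groups, therefore have no pairing by rat behind it. The correlation of residuals between same-numbered libraries was 0.207 on average for EV+ and EV- and 0.088 for control and GN.

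The alternatives set before the data were examined were edgeR's likelihood-ratio test, DESeq2, RLE size factors, robust quasi-likelihood dispersions, limma voom with sample quality weights, edgeR's filterByExpr, at least 1 CPM in at least 2 libraries, an FDR under 0.05, the replicate block, reads sampled down to the smallest library total, fits of only the groups compared, and each replicate left out. For clusters they were 6 or 8 clusters, another seed, a prior count of 0.5, and other gene lists. For sets they were an estimated inter-gene correlation, RLE size factors, the replicate block, a prior count of 0.5 and each replicate left out. Added after the data were seen were the quasi-likelihood test on the recovered reads, a pseudocount of 0.1, limma without the intensity trend, likelihood-ratio tests with older dispersion estimates, a prior count of 2 for clusters, and a distance between EV+ and EV- over libraries with different replicate numbers only.

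The procedures were tested on simulated data. In 3 simulations of 9003 genes with 200 changed genes, limma recovered 76.0% of the changed genes among the 4 groups, and 10.2% of its calls were unchanged genes. Between EV+ and EV-, where no gene was changed, it called 2 genes on average, against 11.7 by the likelihood-ratio test, 4.67 by DESeq2 and 85.7 with common and tagwise dispersions. Camera recovered a shift of 0.258 for a true log2 shift of 0.3 in a set of 16 genes (adjusted p = 1.86e-10), and 1 of the other sets had an adjusted p under 0.1. K-means returned 7 simulated profiles with an adjusted Rand index of 0.96.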

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

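The gene sets below were fixed before the data were examined, lie outside those the paper discusses, and were higher than control in every library of a group with an adjusted p under 0.1 in limma's camera over 17 sets and 3 comparisons. The depth tests were set before their results were seen, and the tests for RNA from other cells were chosen after the results were seen. With camera's inter-gene correlation estimated from the data, none of these sets had an adjusted p under 0.1 between GN and control, and the lowest was 0.142.

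Hemoglobin genes were higher in all 3 nephritis groups. Of 9 listed erythroid genes, *Hba1* and *Hbb* were analysed. Their mean log2 difference from control was 1.39 in GN (adjusted p = 3.01e-05), 0.78 in EV+ (adjusted p = 0.00491) and 0.96 in EV- libraries (adjusted p = 0.00104). After all libraries were sampled down to the smallest library total, the difference between GN and control was 1.24, so depth does not account for it. Both genes exceeded both controls in 8 of 8 nephritis libraries. RNA from erythroid cells in the sorted fraction may explain this, but with 2 genes a change of hemoglobin expression in the macrophages cannot be told apart from it.

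Macrophage and dendritic cell marker genes were higher in GN than in control, by a mean log2 difference of 0.34 over 12 macrophage genes (9 higher, adjusted p = 0.0150) and 0.40 over 5 dendritic cell genes (5 higher, adjusted p = 0.0352). For the dendritic cell markers, the difference was 0.33 at the smallest library total. Of the 5 dendritic cell genes, 2 had both GN values above both controls, where chance gives 1 in 6. A larger share of dendritic cells in the GN libraries may contribute, and it cannot be told apart from a response of the macrophages to nephritis.

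B cell marker genes were higher in EV+ libraries than in control by a mean log2 difference of 0.40 over 7 genes (6 higher, adjusted p = 0.0167), and by 0.46 than in EV- libraries (adjusted p = 1.12e-05, and 6.88e-06 with the replicate block). The difference from control was 0.40 at the smallest library total. Between EV+ and EV-, 6 of the 7 genes were higher in EV+. Of the 4 splits of the 6 libraries that part the same-numbered pairs, the real one alone (1 of 4) gave as large a difference, and with 4 splits no share under 0.05 is possible. RNA from B cells in the EV+ libraries is a candidate explanation, which cannot be told apart from a change in the macrophages or from the grouping of the libraries.

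Cell cycle genes were higher in EV- libraries than in control by a mean log2 difference of 0.37 over 19 genes (17 higher, adjusted p = 0.00125). The difference was 0.35 at the smallest library total. Much of it came from EV- replicate 1, at a mean log2(CPM + 1) of 2.72, against 2.13 and 2.12 in replicates 2 and 3. The control libraries had 2.02 and 1.88, and the GN libraries 2.04 and 2.13. The cell cycle genes were lower in EV+ than in EV- by -0.41 (adjusted p = 5.57e-07, and 4.09e-07 with the block). Of the 4 splits that part the same-numbered pairs, 1, the real one, gave as large a difference. All 3 EV- libraries had the same rank for cell cycle genes as for NK and T cell genes. Dividing NK or T cells in the EV- libraries may explain this, but 3 libraries cannot tell that apart from dividing macrophages.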

How the results depend on the processing

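Alternatives were set before the data were examined, except those named here as chosen after the data were seen. A fit without a filter on low counts was not run because the deposited table had already been filtered. For no reversed or moved value below was a cause tested, so the cause was not tested.

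Numbers of DEGs depended on the test. In the order all 4 groups, GN against control, EV+ against control, EV- against control, EV+ against GN, EV- against GN and EV+ against EV-, limma called 231, 158, 327, 256, 11, 34 and 2 genes. With edgeR's likelihood-ratio test the counts were 616, 292, 516, 444, 43, 126 and 57, and with DESeq2 they were 543, 294, 540, 474, 41, 113 and 34. At an FDR under 0.05, the counts that moved were 97, 192 and 143 against control and 21 for EV- against GN. With voom and sample quality weights, EV+ against GN gave 21 genes, and at the smallest library total it gave 17. With the replicate block, EV+ against GN gave 30, EV- against GN 53 and EV+ against EV- 5 genes. Only in the last comparison could the block pair libraries of the same rat. Fits of only the groups compared gave 155 genes for EV+ against control, and, with the block, 49 for EV+ against EV-. Apart from leaving out replicates, given below, the rest of the alternatives set before the data were examined kept the counts within a factor of 1.5.

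Of the settings chosen after the data were seen, the likelihood-ratio test with common and tagwise dispersions gave 881, 351, 531, 560, 139, 278 and 210 genes in the same order. With trended dispersions as well, it gave 518 among the 4 groups, 269 and 418 for GN and EV- against control, 41 and 99 for EV+ and EV- against GN, and 36 for EV+ against EV-. Without the intensity trend, limma gave 93, 60, 186, 94, 0, 6 and 0 genes, where EV+ against GN and EV+ against EV- had 592 and 490 genes with an unadjusted p under 0.05. A pseudocount of 0.1 gave 4 genes for EV+ against EV-. The directions moved as well, with 14 genes higher and 29 lower for EV+ against GN, 54 and 72 for EV- against GN and 18 and 39 for EV+ against EV- by the likelihood-ratio test, and 59 higher and 151 lower for EV+ against EV- with common and tagwise dispersions. Of the 231 genes, the likelihood-ratio test kept 230, DESeq2 228, and the replicate block 211.

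Of the 54 counts from fits that each left out one replicate, 15 moved by more than a factor of 1.5. The counts ranged from 153 to 266 among the 4 groups, 112 to 214 for GN, 170 to 390 for EV+ and 156 to 388 for EV- against control, 6 to 18 for EV+ and 22 to 42 for EV- against GN, and 0 to 5 for EV+ against EV-. The 0 came without EV+ replicate 1, where 378 genes had an unadjusted p under 0.05.

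The distance between EV+ and EV- beyond that within the groups was 0.00824 and reversed over the 1000 genes with the highest mean (-0.0188), and was 0.0248 with a prior count of 0.5. Over pairs of libraries with different replicate numbers, chosen after the data were seen, it was 0.0204. Over all pairs it ranged from -0.00472 to 0.0293 across the 6 fits that each left out one replicate, and was negative without EV+ replicate 1 (-0.00424) or 3 (-0.00472).

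In the cluster matched to DEG group 1, the difference in z-score between EV+ and EV- moved from 0.335 to 0.032 with genes at an FDR under 0.05 and to -0.037 with the likelihood-ratio genes. In DEG group 6 it moved from 0.338 to -0.047 with 6 clusters. Apart from these, 10 of the 82 values of cluster profiles under the alternatives moved, and none of the 54 values from leaving out a replicate did.

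With an estimated inter-gene correlation, the ribosomal protein genes kept their mean log2 differences of -0.2155 between GN and control, -0.1424 between EV+ and GN, -0.0774 between EV- and GN and -0.065 between EV+ and EV- but lost the threshold, with adjusted p of 0.595, 0.726, 0.816 and 0.876. All sets that had passed lost it under this alternative. Leaving out one replicate, the ribosomal difference ranged from -0.2338 to -0.0075 between EV+ and GN, from -0.1088 to -0.0157 between EV- and GN and from -0.1564 to 0.0699 between EV+ and EV-, reversed without EV+ replicate 2. The glycolysis set reversed between GN and control with a prior count of 0.5 (-0.0416) and, chosen after the data were seen, with a pseudocount of 0.1 (-0.0049), and between EV+ and GN without EV+ replicate 1 (range -0.0474 to 0.0727). The oxidative phosphorylation set shrank between EV+ and GN to -0.0034 without EV+ replicate 2 (adjusted p = 0.921) and between EV- and GN to -0.0359 without EV- replicate 2 (adjusted p = 0.148). The interferon set reversed between EV+ and GN without EV+ replicate 1 (range -0.0118 to 0.1629). Between EV+ and EV-, leaving out one replicate moved the interferon set to between 0.0214 and 0.2274 (adjusted p up to 0.56). The NF-κB and TNF target set moved to between 0.0391 and 0.123 (adjusted p up to 0.183).

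For single genes, 667 of 714 values under the alternatives kept their direction and their side of the threshold, 23 became stronger and 24 weaker. Of 238 values from leaving out a replicate, 220 did, 1 became stronger, 16 weaker, and *Tnf* between EV+ and EV- reversed without EV+ replicate 1 (0.009 in place of -0.122, with a lowest value of -0.224). The median log2 fold change of all genes lay within 0.0111 of 0 in every comparison with TMM and with RLE size factors. Depth limits low genes, since 3 reads are worth up to 0.153 CPM.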

Differences from the paper's values

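The paper reports 809 DEGs among the 4 groups at an FDR under 0.1, and limma called 231 here. Of the alternatives set before the data were examined, edgeR's likelihood-ratio test (616 genes) and DESeq2 (543 genes) came within a factor of 1.5 of the paper's count. The others did not, with 157 genes at an FDR under 0.05, 223 with RLE size factors, 228 with robust dispersions, 269 with voom and sample quality weights, 229 with filterByExpr, 228 with at least 1 CPM in at least 2 libraries, 295 with the replicate block, 215 at the smallest library total, and 153 to 266 with a replicate left out. The likelihood-ratio test with common and tagwise dispersions, chosen after seeing the values, called 881 genes and also came within that factor, and adding trended dispersions, likewise chosen after seeing the values, gave 518 genes, which did not.

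Some of the 30 genes that the paper lists as DEGs had an FDR of 0.1 or more among the 4 groups here. The adjusted p was 0.182 for *Plod1*, 0.111 for *Slc12a2*, 0.340 for *Llgl2*, 0.359 for *Batf*, 0.134 for *Tnfaip2*, 0.213 for *Phlda1*, 0.386 for *Tnfsf13b*, 0.275 for *Cxcl11* and 0.138 for *Gzmb*. Both the likelihood-ratio test and DESeq2 called *Plod1* (adjusted p = 0.0302 and 0.0419), *Slc12a2* (0.00789 and 0.0145), *Tnfaip2* (0.0473 and 0.0112), *Phlda1* (0.0455 and 0.0672) and *Gzmb* (2.81e-08 and 0.000481). The replicate block called *Slc12a2* (0.0869), *Tnfaip2* (0.0942) and *Gzmb* (0.0583), voom with sample quality weights called *Tnfaip2* (0.0897), RLE size factors in edgeR called *Gzmb* (0.0237), and leaving out EV- replicate 3 called *Slc12a2* (0.0764) and *Gzmb* (0.0110). Among settings chosen after seeing the values, the quasi-likelihood test on recovered reads (0.0238) and a pseudocount of 0.1 (0.0974) called *Gzmb*. Also chosen after seeing the values, the likelihood-ratio test with common and tagwise dispersions called *Plod1*, *Slc12a2*, *Llgl2*, *Batf*, *Phlda1*, *Tnfsf13b*, *Cxcl11* and *Gzmb*, and with trended dispersions it called *Plod1*, *Slc12a2*, *Phlda1* and *Gzmb*.

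The paper places *Slc12a2* and *Gusb* in a group of genes that were higher with EVs than without, and here their log2 fold changes between EV+ and EV- were -0.03 and -0.06 (adjusted p = 1 for each by limma). The paper places *Ccl2* in a group that fell in nephritis, and here its log2 fold change between GN and control was 0.16 (adjusted p = 0.878). Fig. 6d shows the control group lowest in DEG group 3, whereas in the matched cluster the EV- mean z-score of -0.922 lay below the control mean of -0.176. That cluster shared none of the named genes of DEG group 3 and was matched by profile alone, so it may hold a different group of genes.

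The paper describes a seventh DEG group with granzyme B, which Fig. 6d shows highest in EV- samples. The cluster matched to it here held 9 genes without *Gzmb* and was lowest in GN, at a mean z-score of -1.45. Clustering the genes called by the likelihood-ratio test gave a cluster of 88 genes with *Gzmb*, at a mean z-score of 0.955 in EV- and -0.499 in EV+ libraries.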

Other observations

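The tests for RNA from other cells, for a single EV- library, for M1 marker genes in other splits, for handling before lysis and for a difference between sessions or animals were chosen after the results were seen, and the MHC class II and heat shock gene lists were written then. The other tests below were set before their results were seen. With 3 against 3 libraries, 4 of the 10 splits part the same-numbered pairs as the real one does, and the other 6 keep 1 pair or more together. No share under 0.05 is therefore possible, and the splits alone cannot settle any result below.

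For DEGs between EV+ and EV-, 1 of the 4 splits, the real one, gave as many as 2 genes, and so it did among all 10 splits. With the replicate block it was also 1 of 4, for 5 genes in the fit of 10 libraries and for 49 genes in the fit of 6 libraries. The mean log2 difference between EV+ and EV- was as large in 1 of the 4 splits for NK and T cell genes and for interferon response genes, in 2 for NF-κB and TNF target genes and in 3 for ribosomal protein genes. It was also as large in 1 of the 4 for M1 marker genes, which were higher in EV+ by 0.26. The grouping of the libraries could therefore give the differences of ribosomal protein and of NF-κB and TNF target genes, for which 3 and 2 of the 4 splits were as large. For interferon response genes all 3 same-numbered pairs were higher in EV+, and only the smallest share that 4 splits allow, 1 of 4, was reached, which cannot exclude the grouping. The 6 splits that keep a pair together also carry differences between replicates and are not used for this.

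NK and T cell genes were higher in EV- libraries, by 1.31 than in EV+ and by 1.39 than in GN (19 of 22 genes higher). At the smallest library total the difference from EV+ was 1.36, and without EV- replicate 1 it was 0.66, so neither depth nor that library alone accounts for it. The excess of each EV- library over EV+, ranked over the 22 genes, which are not independent, correlated between libraries with Spearman rho of 0.746, 0.782 and 0.555. This is what RNA from a shared cell type would give, but a common change in the macrophages could give it too, and the lowest value of 0.555 does not separate them. In the fit of 6 libraries with the replicate block, 8 of the 49 genes that differed belonged to this set and 5 to the MHC class II genes.

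The choice of genes may contribute to the profile of DEG group 1. When genes rising from control to GN and further to the pooled EV+ and EV- libraries were selected without the EV label, the difference between EV+ and EV- was 0.162 over 70 genes, and 2 of the 4 splits gave as large a value. For 102 genes that fell, the difference was -0.056, and 1 of the 4 splits, the real one, gave as large a difference, which leaves open whether the choice of genes shaped DEG groups 4 and 6.

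The likelihood-ratio test may call more genes than limma partly because it calls unchanged ones. In simulated counts with 200 changed genes, 38.3% of its calls among the 4 groups were unchanged genes, against 10.2% of limma's, 31.9% of DESeq2's and 68.2% with common and tagwise dispersions. It recovered 83.2% of the changed genes and limma 76.0%. The simulated spread was modeled on these libraries, and other spreads were not tried. Genes were drawn independently of each other, so the number of calls could differ where genes vary together. Where no gene was changed between EV+ and EV-, limma called 2 genes on average, as many as in the real data, DESeq2 4.67 and the likelihood-ratio test 11.7, or 85.7 with common and tagwise dispersions, against 34, 57 and 210 in the real data. The real split was also the only one of the 10 in which limma called any gene, so the simulated count alone does not settle whether the 2 genes are chance calls.

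Immediate early genes were lower in all nephritis groups than in control, by a mean log2 difference of -0.53 in GN, and this was -0.52 at the smallest library total, so depth does not account for it. Such genes respond to tissue handling, and the heat shock genes *Hspa1a*, *Hspa1b* and *Dnajb1* had a mean difference of -0.73 between GN and control, but none of them passed on its own (adjusted p = 0.744, 0.780 and 0.324 by limma). They belong to the immediate early list, so their fall is part of the pattern and no separate test of it. A difference in handling before lysis could lower all of these genes, and it cannot be told apart from a response to nephritis. Within EV+ and within EV-, the heat shock genes were higher in replicate 1 than in the others, by 1.31 and 1.82, with *Hspa1a* at 285 against 98.8 and 73.9 CPM in EV+ and at 525 against 115 and 112 CPM in EV-. A session or an animal shared by libraries of the same number may explain this, which would fit their use as blocks. Of the 109 genes in the clusters matched to DEG groups 4, 5 and 6, 17 were immediate early genes, 9 were NF-κB and TNF target genes and 1 was an interferon response gene.

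MHC class II genes were higher in EV+ than in EV-, by a mean log2 difference of 0.59 over 9 genes, and 0.59 at the smallest library total. They rose by 0.77 from control to GN and were lower than GN in EV+ (-0.64) and in EV- (-1.23), with *RT1-Da* at -1.75 between EV- and GN (adjusted p = 0.000832). RNA from B cells in the EV+ libraries may contribute to the difference, since B cell marker genes were higher in EV+ than in EV-. The value below GN in EV+ (-0.64) does not exclude this, because a fall in the macrophages of both groups would hide it, and the difference cannot be told apart from this explanation. Of the 4 splits, the real one alone (1 of 4) gave as large a difference, and the grouping of the libraries remains possible as an explanation.

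Of the genes that the paper measured by quantitative PCR, *Il10* had 21.1 ± 5.80 CPM (SD, n = 2) in control, 13.7 ± 1.35 (n = 2) in GN, 9.08 ± 2.94 (n = 3) in EV+ and 5.54 ± 0.874 (n = 3) in EV- libraries. Its log2 fold change between EV+ and EV- was 0.59 (SE 0.217, adjusted p = 0.994 by limma, and 0.895 with the block). Leaving out libraries aside, this adjusted p lay between 0.151 and 0.999 over the alternatives. The exact permutation test gave a two-sided p of 0.2. The log2 fold change of *Il10* was -0.57 between GN and control (adjusted p = 0.487) and -0.58 between EV+ and GN (adjusted p = 0.673). Its adjusted p among the 4 groups was 0.00583, and between EV- and GN its log2 fold change was -1.17 (SE 0.243, adjusted p = 0.0810, 0.116 with the block, between 0.000262 and 0.263 over the alternatives). *Tgfb1* and *Tnf* changed between EV+ and EV- by 0.06 and -0.12 (adjusted p = 1 for each by limma; exact permutation test, p = 0.7 and 0.6). *Il6* was not analysed here.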
